# Characterization of *Pythium* Transcriptome and Gene Expression Analysis at Different Stages of Fermentation

**DOI:** 10.1371/journal.pone.0065552

**Published:** 2013-06-18

**Authors:** Yuanmin Zhu, Pengpeng Zhou, Jingrong Hu, Ruijiao Zhang, Liang Ren, Maoteng Li, Fan Ning, Wei Chen, Longjiang Yu

## Abstract

**Background:**

The *Pythium splendens* is a potentially useful organism for the synthesis of large amounts of eicosapentaenoic acid. Peak biomass and lipid accumulation do not occur at the same time and growth temperature has an effect on the fatty acid composition. Little is known about the pathway or the genes involved in growth, lipid synthesis or temperature resistance in *P. splendens*. Analysis of the transcriptome and expression profile data for *P.splendens*RBB-5 were used to extend genetic information for this strain and to contribute to a comprehensive understanding of the molecular mechanisms involved in specific biological processes.

**Methodology/Principal Findings:**

This study used transcriptome assembly and gene expression analysis with short-read sequencing technology combined with a tag-based digital gene expression (DGE) system. Assembled sequences were annotated with gene descriptions, such as gene ontology (GO), clusters of orthologous group (COG) terms and KEGG orthology (KO) to generate 23,796 unigenes. In addition, we obtained a larger number of genes at different stages of fermentation (48, 100 and 148 h). The genes related to growth characteristics and lipid biosynthesis were analyzed in detail. Some genes associated with lipid and fatty acid biosynthesis were selected to confirm the digital gene expression (DGE) results by quantitative real-time PCR (qRT-PCR).

**Conclusion/Significance:**

The transcriptome improves our genetic understanding of *P.splendens*RBB-5 greatly and makes a large number of gene sequences available for further study. Notably, the transcriptome and DGE profiling data of *P.splendens*RBB-5 provide a comprehensive insight into gene expression profiles at different stages of fermentation and lay the foundation for the study of optimizing lipid content and growth speed at the molecular level.

## Introduction

Eicosapentaenoic acid (EPA; 5,8,11,14,17-*cis*-eicosapentaenoic acid) is an ω-3 C_20_-polyunsaturated fatty acid (PUFA) with a wide range of functions in biological systems. EPA and its metabolites are used as biomedical products and in nutraceuticals, fortified foods and health supplements [1], [2]. EPA is important in the treatment of cardiovascular disease [3]–[5] and in geriatrics, such as Alzheimer's disease [4] and the prevention of cognitive decline in the elderly [6]. EPA is effective also in arresting and minimizing tumor growth and metastasis, such as breast cancer [7]. Currently, there is a great demand for EPA worldwide.

Marine fish oil is the major source of EPA but the world's fish stocks are declining owing to overfishing and are failing to meet the increasing demand for purified EPA. Marine sources are at risk of containing methyl mercury and other chemical contaminants [8]–[10]. Thus, a sustainable source(s) of EPA is needed. The potential of a transgenic plant [11], [12] for EPA production was studied owing to the high oil content in the seed, and several genes (Δ5, Δ6 and ω-3 fatty acid desaturases etc.) were introduced into the plant, the yields of PUFAs are high but the growth period of the plant is lengthy and is constrained by geography. EPA produced by microorganisms is currently the main focus of study because of the simple culture conditions required, the brief culture cycle and the high yields of EPA. Some microorganisms, including microalgae [13], bacteria [14] and fungi [15], have the ability to synthesize EPA but there are some problems associated with their use, such as a lengthy fermentation stage and a low biomass, to overcome before mass production is feasible. *Mortierella*, for example, has a high yield of EPA but this is accompanied by an even greater yield of arachidonic acid (AA), which is difficult to separate from EPA. The production of EPA by the filamentous fungi *Pythium* spp. has attracted much attention. *Pythium* is specific for Oomycetes, which are found in both terrestrial and aquatic environments. *Pythium* spp. all produce EPA but yield varies among species; *P. ultimum* [16] and *P. irregular* [17] are among the most promising candidates. A study of the growth and biosynthesis of EPA by *P. irregular* [18] shows accumulation of ω-3 PUFAs is greater in cultures grown at low temperature (12∼14°C), which also was verified by *Mortierella* [19]. The strain *P. splendens*RBB-5, which we isolated from soil on the basis of polymerase chain reaction (PCR) amplification [20], has the ability to produce EPA and low temperature (15°C) promotes the synthesis of EPA; however, the yield of EPA is not high enough for industrial application. Some *Pythium* lipid synthesis genes are cloned and their functions are known (e.g. Δ5, Δ6 and Δ17 fatty acid desaturases) [21]–[23], but a comprehensive analysis of the mechanisms underlying growth and biosynthesis of lipids and EPA is needed to aid improvement of the EPA yield.

The next generation of high-throughput and cost-effective sequencing technology has emerged over the past few years [24]–[26]. RNA-Seq refers to whole transcriptome shotgun sequencing in which mRNA or cDNA is fragmented mechanically and the overlapping short fragments cover the entire transcriptome. RNA-Seq, which is not dependent on an earlier description of the genomic sequence of the target species, has improved the efficiency and speed of new gene discovery dramatically [27]–[31]. DGE involves tag-based transcriptome sequencing and the short raw tags are generated by an endonuclease [32]. The powerful combination of RNA-Seq and DGE combines the advantages of both. Large-scale functional assignment of genes is obtained by assembly of a large sequenced transcriptome library and quantitative gene expression comparisons are unbiased. A total of 26,308 unique sequences are annotated and 11,476 of these are assigned to specific metabolic pathways of *Siraitia grosvenorii* by RNA-Seq and the genes involved are identified by DGE analysis [33]. RNA-Seq and DGE are well suited for surveying the complexity of transcription and discovering new genes, for indicating a large set of novel environment response genes and for comparing gene expression profiles in different species [34].

In this study, 14,518,964 bases of high-quality DNA sequence were generated from equal amounts of RNA taken from *P. splendens*RBB-5 at 48 h, 100 h and 144 h with Illumina/Solexa technology. This shows the feasibility of short-read sequencing used for the de novo assembly and annotation of genes expressed in eukaryotes without prior genome information. In all, 23,796 unigenes of *P. splendens*RBB-5 are known. Construction of three DGE libraries (48 h (2-1), 100 h (4-1) and 148 h (6-1)) allows comparison of the gene expression profiles of *P. splendens*RBB-5 at different stages of fermentation. The assembled, annotated transcriptome sequences and gene expression profiles provide useful information about the pathway at different stages of fermentation and identification of genes involved in growth and biosynthesis of lipids. The results improve the overall view of the *P. splendens*RBB-5 transcriptome and offer the possibility of further analysis.

## Materials and Methods

### *P. splendens*RBB-5 collection and preparation

*P. splendens*RBB-5 was isolated from soil based on polymerase chain reaction amplification [20]. It is maintained on potato dextrose agar (PDA: glucose 30 g/L, potatoes extract 200 g/L and agar 20 g/L) slants at 4°C and is transferred every 2 months. The medium containing: glucose 80 g/L, yeast extract 5 g/L, NaNO_3_ 4 g/L, KH_2_PO_4_ 3 g/L, MgSO_4_ 0.5 g/L. The pH is adjusted to 5.0 before autoclaving at 121°C for 20 min. In preparation for an experiment, a stock culture is vigorously stirred in 50 mL sterilized water with glass beads for 30 min, and 6 milliliters of mycelia suspension transferred to 250 mL shake flasks (covered with 8 layers of cheese cloth) containing 80 mL medium. This is followed by incubation at 25°C for 96 h and 15°C for 52 h with shaking at 180 rpm. The Mycelia is collected by filtration and weighed. The samples were immediately frozen in liquid nitrogen and stored at −80°C until further processing.

### RNA isolation and library preparation for transcriptome analysis

Total RNA was isolated using the fungal RNA kit (Omega). The RNA samples were treated with DNase at a concentration of 1 unit/µg of total RNA and purified using RNA clean Kit (TIANGEN). To obtain complete gene expression information, a pooled RNA sample including different fermentation stages (48 h, 100 h and 148 h) was used for transcriptome analysis. The RNA integrity was confirmed using the 2100 bioanalyzer (Agilent technologies).The RNA beads with Oligo (dT) were used to isolate poly (A) mRNA after total RNA was collected from eukaryote. The samples were prepared using Illumina HiSeq™ 2000 following manufacturer's recommendations for transcriptome analysis. Briefly, the mRNA (a mixture of RNA from different fermentation stages at 48 h, 100 h and 148 h) was interrupted to short fragments by adding fragmentation buffer. Then by taking these short fragments as templates, random hexamer-primer was used to synthesize the first-strand cDNA. The second-strand cDNA was synthesized using buffer, dNTPs, RNaseH and DNA polymerase I respectively. The short fragments were purified with QiaQuick PCR extraction kit and resolved with EB buffer for end reparation and adding poly (A). After that, the short fragments were connected with sequencing adapters. The suitable fragments were selected for the PCR amplification as templates after the agarose gel electrophoresis. The transcriptome data of *P. splendens* were submitted to sequence read archive (SRA) (accession number SRR643895) at the NCBI.

### Analysis of Illumina sequencing results

The cDNA library was sequenced on the Illumina sequencing platform (GAII). The raw reads from the images were generated using Illumina GA pipeline 1.3. The raw reads that only had 3′adaptor fragments were removed and a coverage length of 100 bp was assembled using SOAPdenovo [35]. The generated unigenes larger than 200 bp were analyzed by searching the GenBank database with BLASTX algorithm (http://www.ncbi.nlm.nih.gov/). Gene ontology (GO) and KEGG ontology (KO) annotations of the unigenes were determined using Blast2GO [36], WEGO software [37] and EST scan software [38].

### DGE library preparation and sequencing

The total RNA was extracted from different fermentation stages (48 h, 100 h, 148 h) using the fungal RNA Kit (Omega). DEG libraries were prepared using the Illumina gene expression sample prep kit and Illumina sequencing chip (flowcell). Briefly, poly (A)^+^ RNA was purified from 6 mg of total RNA using oligo (dT) magnetic beads. Then double-stranded cDNA were transferred through reverse transcription using 4 base recognition enzymes NlaIII to digest this cDNA, and Illumina adaptor 1 was ligated. Mmel was used to digest at 17 bp downstream of CATG site, and Illumina adaptor 2 was ligated at 3′end. Primer GX1 and primer GX2 were added for PCR. Then, 95 bp fragments through 6% TBE PAGE were regained. The cDNA was purified and followed by Illumina sequencing. Each tunnel would generate millions of raw reads with sequencing length of 35 bp. The DGE data of *P. splendens* RBB-5 at different stages of fermentation were submitted to gene expression omnibus (GEO) (accession number GSE43320), and the level of gene expression at the three stages of fermentation (48 h, 100 h and 148 h) were submitted to GEO respectively (corresponding accession number GSM1060479, GSM1060480 and GSM1060481).

### Analysis and mapping of DGE tags

The sequencing-received raw image data was transformed by base calling into sequence data. To map the DGE tags, the sequenced raw data was filtered to remove 3′adaptor sequence, empty tags (no tag sequence between the adaptors), low quality tags (tags with unknown nucleotide ‘N’), tags with only one copy number (which might result from sequencing errors) and tags (too long or too short). A virtual libraries containing all the possible CATG+17 bases length sequences of the reference gene sequences. All clean tags were mapped to the reference sequences and only 1 bp mismatch was considered. Clean tags mapped to reference sequences from multiple genes were filtered. For gene expression analysis, the number of unambiguous clean tags for each gene was calculated and then normalizes to TPM (number of transcripts per million clean tags) [39], [40].

### Evaluation of DGE libraries

We have developed a rigorous algorithm to identify differentially expressed genes among different fermentation stages using the method described by Audic et al [41]. False discovery rate (FDR) was a method to determine the threshold of P-Value in multiple test and analysis through manipulating the FDR value. We used ‘FDR≤0.001 and the absolute value of log_2_Ratio ≥1’ as the threshold to judge the significance of gene expression difference. For pathway enrichment analysis, we mapped all differentially expressed genes to terms in KEGG database and looked for significantly enriched KEGG terms compared to the genome background.

### Quantitative real-time PCR (qRT-PCR) validation

The sequences of the specific primer sets were listed in Additional File S1, and the 18S rRNA gene of *P. splendens*RBB-5 was used as an internal control. Quantitative Real-Time PCR (qRT-PCR) was performed using SYBR premix Ex Taq Kit (Takara, Japan) and ABI PRISM 7700 DNA sequence detection system (applied biosystems, USA) using the same cDNA samples as used with the RNA-seq experiment. A first-strand cDNA fragment was synthesized from total RNA treated with Dnase-I (Invitrogen) using superscript II reverse transcriptase (Invitrogen). The results were normalized to the expression level of the constitutive 18S rRNA gene. A relative quantitative method (ΔΔCt) was used to evaluate the quantitative variation. Each real-time PCR was carried out three times. The comparative threshold cycle method was used to calculate the relative gene expression [42].

### Lipid Extraction and fatty acid analysis by GC-MS

The total lipids extraction of cells and methyl esterification of fatty acids referred to the procedures described previously [20]. Fatty acid methyl esters (FAMEs) products were analyzed by GC-MS (Agilent). Fatty acids were identified by mass spectrum analysis.

## Results

### Illumina sequencing and reads assembly

A cDNA sample was prepared at 48, 100 and 148 h and sequenced to obtain an overview of the *P. splendens*RBB-5 gene expression profile at different stages of fermentation. Illumina sequencing generated 13,288,892 reads (1,196,000,280 nt) after cleaning and quality checks; Q20 percentage (the percentage of bases with quality >20 in clean reads), N percentage and GC percentage are 82.54%, 0.00% and 56.16%, respectively. These reads were assembled randomly, producing 169,579 contigs with an N50 of 174 nt (i.e. 50% of the assembled bases were incorporated into contigs ≥174 nt) for *P. splendens*RBB-5 (Figure 1). Using paired end-joining and gap-filling, these contigs were further assembled using the SOAP denovo program [35] into 36,164 scaffolds with an N50 of 720 nt (3864 of which are >1000 nt) and a mean length of 447 nt (Figure 2). Finally, after gap filling using paired-end reads from the transcriptome data, TGICL software [43] was used to individually cluster these scaffolds, generating 23,796 unigenes. The assembly and contig joining succeeded in processing a large amount of short reads with relatively little redundancy. Figure 3 shows the unigene length distribution; 3866 unigenes have length >1000 nt (mean 610 nt) and an N50 of 828 nt (Figure 3).

**Figure 1:**
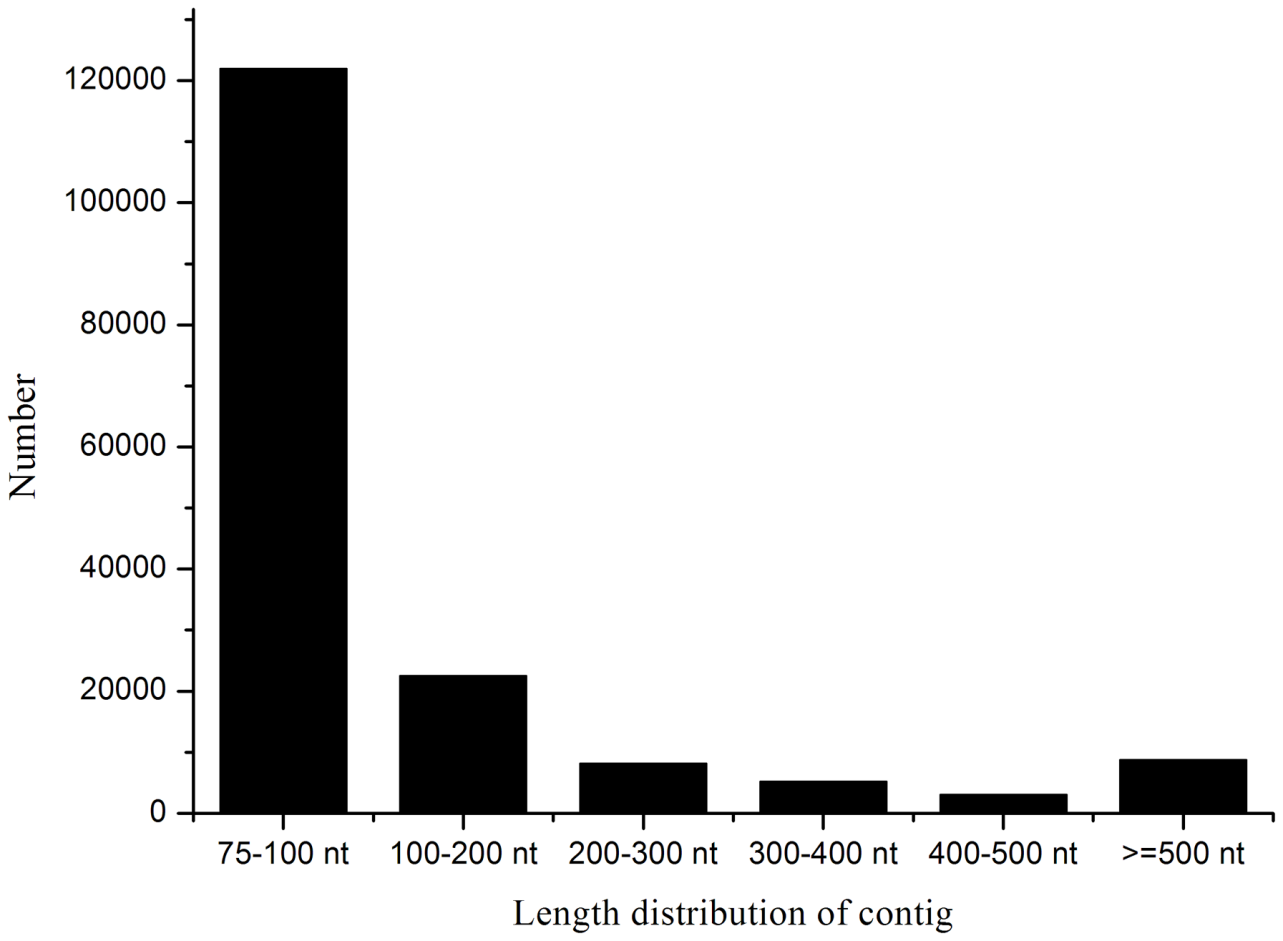
Contigs length distribution of *P. splendens*.

**Figure 2:**
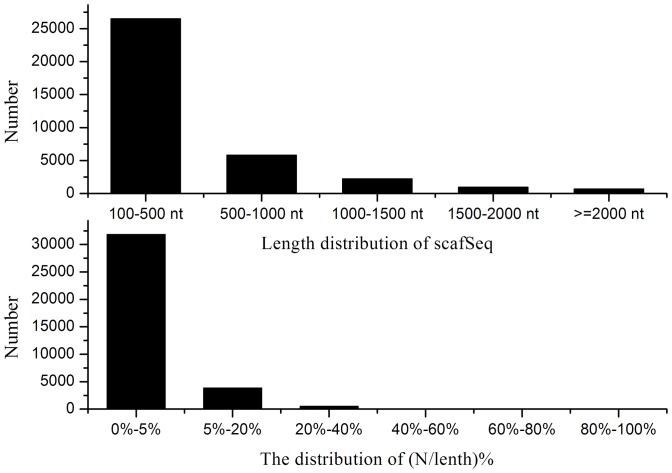
Scaffolds length distribution of *P. splendens*.

**Figure 3:**
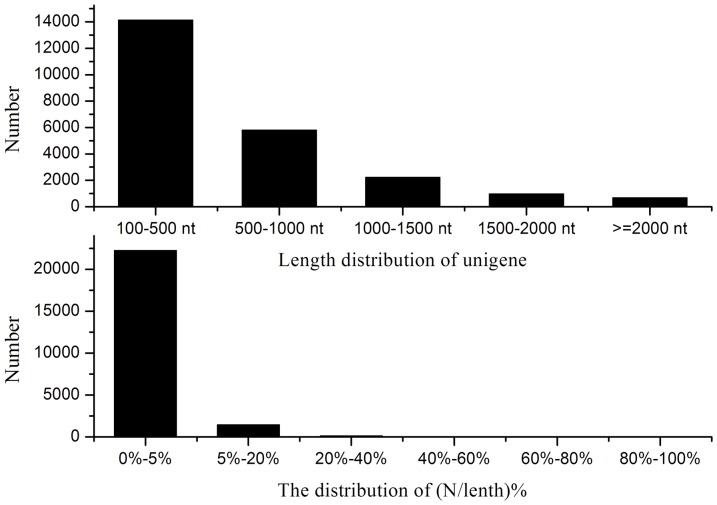
Unigenes length distribution of *P. splendens*

We calculated the ratio of the gap length to the length of the assembled unigenes. The gap distribution (N/length%) <5% of the total length accounts for 93.47% of the unigenes. Three unigenes were selected and three pairs of primers for RT-PCR amplification were designed to demonstrate the quality of the sequencing data. All of the primer pairs produced bands of the expected sizes and the identity of the products is confirmed by sequencing.

### Annotation of predicted proteins

For annotation, the *P. splendens*RBB-5 transcriptome sequences were searched using BLASTx against the non-redundant protein database (NR) in the NCBI nucleotide database with a cut-off *E*-value of 10^−5^. Using this approach, a total of 9398 unigenes (39.5% of all unigenes) matched known genes (Additional File S2). Owing to the lack of genome information for *P. splendens* and the relatively short length of distinct gene sequences (mean 610 nt), most of the 14,398 assembled sequences (60.5%) do not match known genes. The longer assembled sequences were better matched to known genes in the NR database (Figure 4). The match efficiency is 88.63% for sequences >2000 nt, 21.83% for sequences of 100–500 nt and 55.67% for sequences of 500–1000 nt (Figure 4). The *E*-value has strong homology (<1.0 E^−50^) in the NR database for ∼15% of the mapped sequences and 1.0 E^−5^ and 1.0 E^−50^ for the remainder (Figure 5).

**Figure 4:**
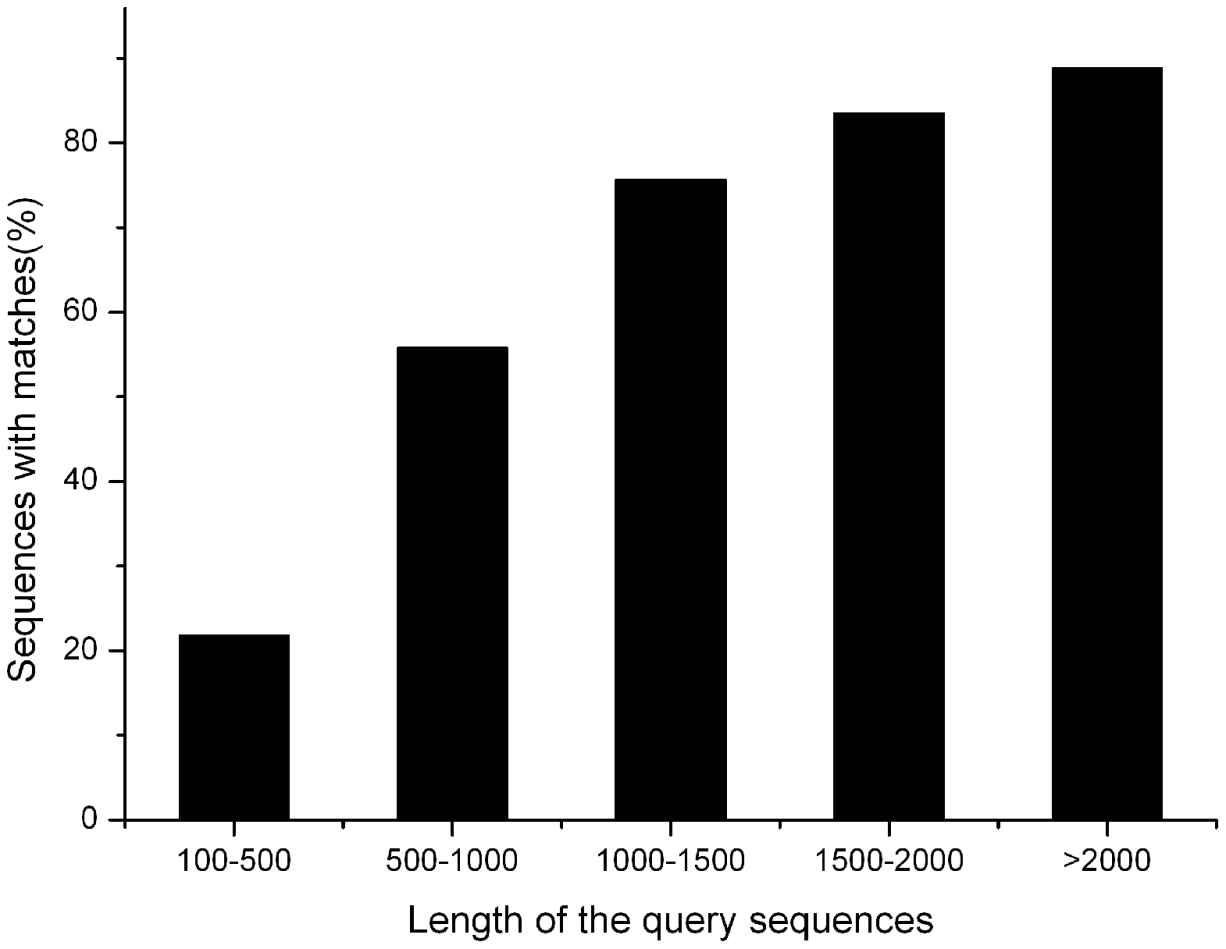
Effect of query sequence length on the percentage of sequences for which significant matches are found. The proportion of sequences with matches in NCBI nr databases is greater among the longer assembled sequences (with a cut-off E-value of 10^−5^).

**Figure 5:**
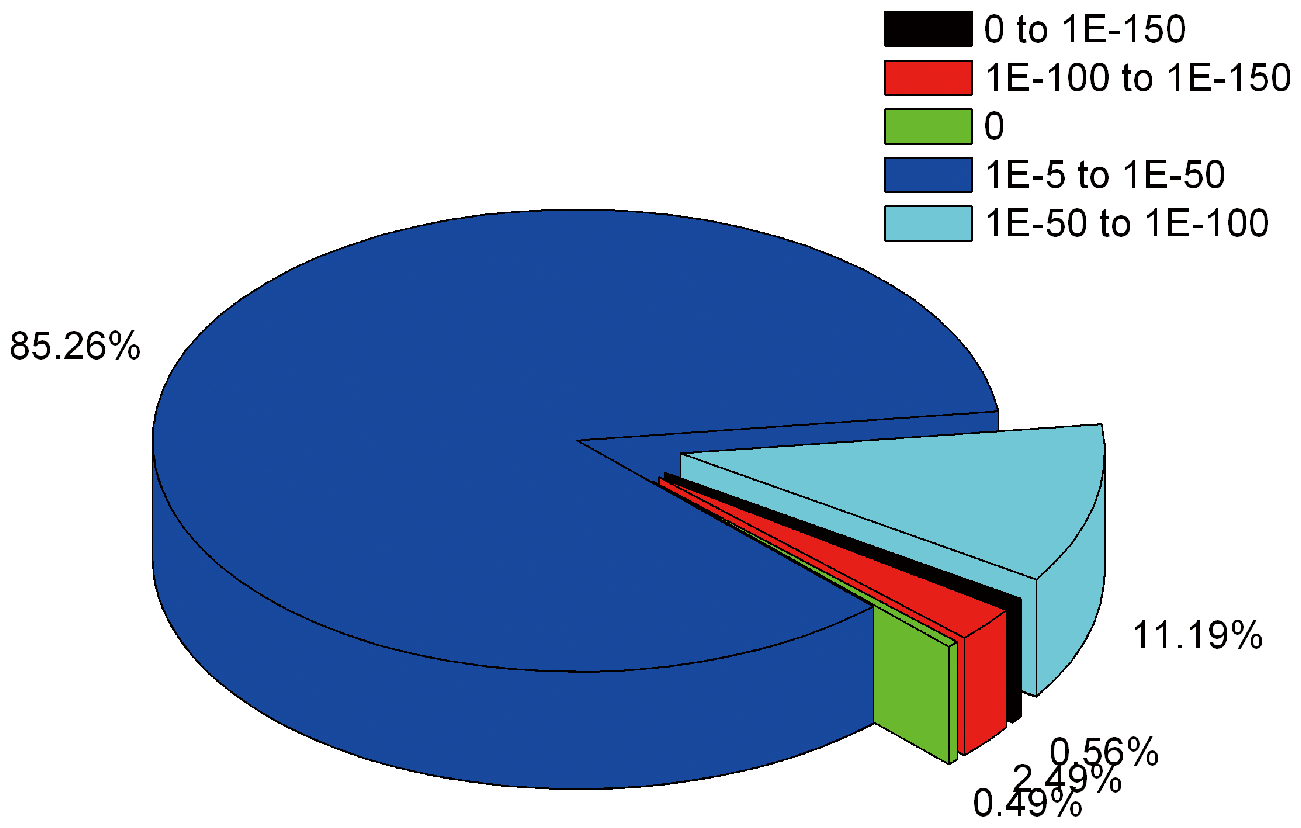
Characteristic of homology search of Illumina sequences against the nr database. E-value distribution of BLAST hits for each unique sequence with a cut-off E-value of 1.0 E^−5^.

### Classification of gene ontology (GO) and clusters of orthologous groups (COG)

The GO terms were used to classify the function of the predicted *P.splendens* unigenes. On the basis of sequence homology, 9398 annotated unigenes were analyzed with Blast2GO for GO classification [36] and 5224 unigenes are categorized into 34 functional groups by WEGO [37] in the three ontologies molecular function, cellular component and biological process. The categories ‘metabolic processes, ‘cell part’, ‘cell’ and ‘catalytic activity’ are dominant. There is a high percentage of genes from categories ‘cellular process’ and ‘binding’ and only a few genes from categories ‘extracellular region’ and ‘virion’ (Figure 6). The annotated sequences for the genes involved in COG sprotein classifications were searched to further evaluate the completeness of the transcriptome library and the effectiveness of the annotation process. All of the 23,796 unigenes were aligned to the COGs database to predict and classify possible functions; 10,918 unigenes are annotated and divided into 25 specific categories, indicating a complicated transcriptome of *P. splendens* and providing a great deal of genetic information. Among the 25 specific categories, the cluster for ‘general function prediction only’ is the largest group (1789 (16.39%)) of unigenes, followed by ‘transcription’ (876, 8.02%), ‘replication, recombination and repair’ (846, 7.75%) and ‘post-translational modification, protein turnover, chaperones’ (751, 6.88%). The smallest group, ‘nuclear structure’, contains only three (0.027%) unigenes (Figure 7).

**Figure 6:**
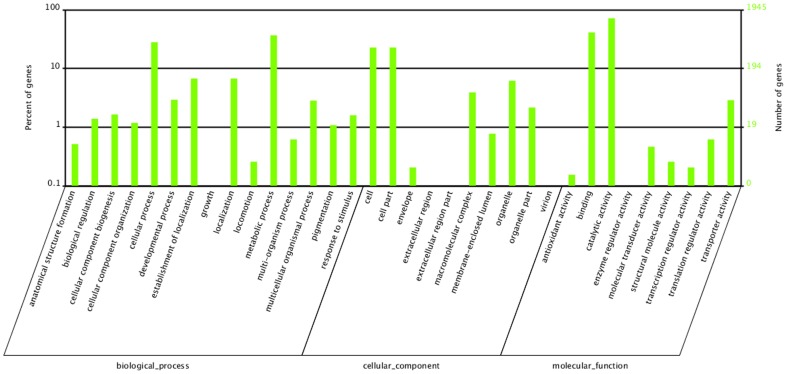
Classification of the gene ontology (GO) for the transcriptome of *P.splendens*. The results are summarized in three main categories: biological process, cellular component and molecular function. The right y-axis indicates the number of genes in a category. The left y-axis indicates the percentage of a specific category of genes in that main category.

**Figure 7:**
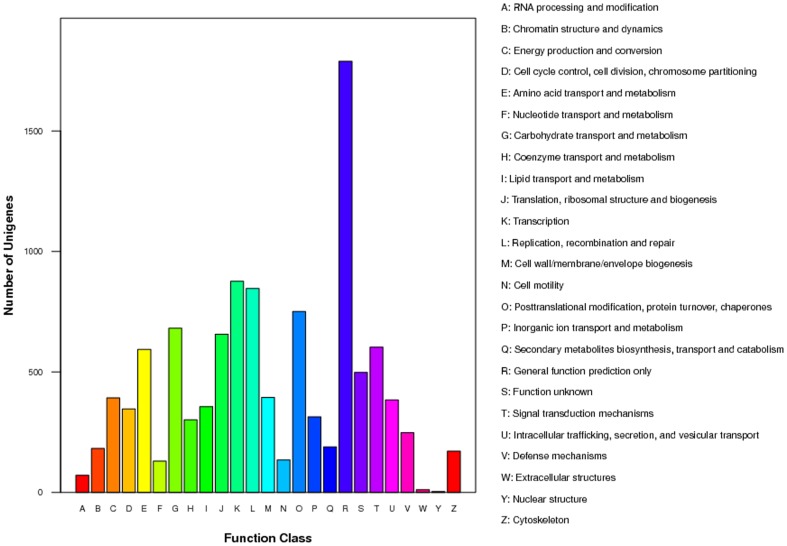
COG function classification of all unigenes from transcriptome of *P.splendens*. A, RNA processing and modification; B, Chromatin structure and dynamics; C, Energy production and conversion; D, Cell cycle control, cell division, chromosome partitioning; E, Amino acid transport and metabolism; F, Nucleotide transport and metabolism; G, Carbohydrate transport and metabolism; H, Coenzyme transport and metabolism; I, Lipid transport and metabolism; J, Translation, ribosomal structure and biogenesis; K, Transcription; L, Replication, recombination and repair; M, Cell wall/membrane/envelope biogenesis; N, Cell motility; O, Posttranslational modification, protein turnover, chaperones; P, Inorganic ion transport and metabolism; Q, Secondary metabolites biosynthesis, transport and catabolism; R, General function prediction only; S, Function unknown; T, Signal transduction mechanisms; U, Intracellular trafficking, secretion, and vesicular transport; V, Defense mechanisms; W, Extracellular structures; Y, Nuclear structure; Z, Cytoskeleton.

### Lipogenesis pathway

To identify the active biological pathways in *P. splendens*RBB-5, we mapped all unigenes in the kyoto encyclopedia of genes and genomes (KEGG) [44] database (the reference canonical pathways); 7300 unigenes are assigned to 158 KEGG pathways. Among them, the pathways most represented by the unique sequences were metabolic pathways (2178 members), biosynthesis of secondary metabolites (904 members) and urine metabolism (539 members). The lipid metabolic pathway of *P. splendens* was focused on because of its relatively low capacity to produce lipid. On the basis of the transcriptome information, lipogenesis pathways, including biosynthesis of fatty acids, unsaturated fatty acids, glycerolipids, glycerophospholipids, sterols etc. were studied (Additional File S3); 52 DEGs are annotated with biosynthesis of unsaturated fatty acids, 10 DEGs for fatty acid elongation in mitochondria and 192 DEGs for the glycolysis/gluconeogenesis pathway. The glycolysis pathway provides pyruvate, which is a key precursor for acetyl-CoA. There are 85 DEGs with annotation in the citrate cycle (TCA cycle) pathway and 11 unigenes are annotated with malic enzyme (ME). Some studies show over-expression of ME can increase fatty acid synthesis in fungi [45], suggesting ME is a major generator of NADPH; improving the NADPH level could increase lipid production in fungi. Among the enzymes involved in fatty acid synthesis directly (52 members), acetyl-CoA carboxylase (7 members) converts acetyl-CoA to malonyl-CoA, which is a rate-limiting step in fatty acid biosynthesis, and fatty acid synthase (13 members), is necessary for the synthesis of saturated fatty acids (e.g. octanoic acid, dodecanoic acid and hexadecanoic acid) from acetyl-CoA and malonyl-CoA (Additional File S4). Malonyl-CoA decarboxylase, which counters acetyl-CoA carboxylase action, was not found in fatty acid biosynthesis. If there is no enzyme with malonyl-CoA decarboxylase function in *P. splendens*, this could increase the levels of malonyl-CoA and favor lipid synthesis.

### DGE library sequencing

An immediate application of the transcriptome sequence data is in gene expression profiling characterization at different stages of fermentation. The DGE method generates an absolute measurement rather than relative gene expression and avoids many of the inherent limitations of microarray analysis. Variations of *P.splendens* gene expression were analyzed during different stages of fermentation. 

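Mycelia of P. splendens RBB-5 were collected at 48 h, 100 h and 148 h of fermentation, and 1 DGE library was sequenced for each stage. The culture was at 25 °C at 48 h, and had been at 15 °C for 4 h by 100 h and for 52 h by 148 h. The sample labels give 144 h for the last library; it is called 148 h here, as in Table 1. In DGE, cDNA is cut by NlaIII at CATG sites, and a tag of 21 bases, which is CATG and the 17 bases after it, is sequenced. The authors removed low-quality tags and tags seen once, and mapped the remaining clean tags to the CATG tags of their assembled unigenes with at most 1 mismatch. Tags that matched more than 1 unigene were removed. For each unigene the authors deposited the number of unambiguous clean tags, a count without normalization, and its TPM, which is the same count per 1000000 clean tags of the library, mapped or not. The libraries held 5902998 clean tags at 48 h, 5940516 at 100 h and 6077387 at 148 h. There was 1 library per stage and so no replicate check, and stage, culture temperature and library cannot be told apart. Intervals are 95% Wilson binomial intervals on a share of the clean tags. The tags came from PCR without molecular identifiers, so intervals, detection floors and tests cover counting error only. The smallest TPM that the depth can show was taken as 3 tags, which was 0.508 at 48 h, 0.505 at 100 h and 0.494 at 148 h. For a unigene without tags, the upper 95% Wilson limit was 0.651, 0.647 and 0.632. These limits take the count as 0. Since tags seen once had been removed, such a unigene may have had single tags, and the limits may be too low.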

Three *P.splendens* DGE libraries (48, 100 and 144 h of fermentation) are sequenced, generating ∼6×10^6^ raw tags for each of the three libraries. When the low-quality tags are removed, the number of clean tags per library ranges from 5.9×10^6^–6.08×10^6^ (Table 1) and the percentage of clean tags in each library among the raw tags ranges from 98.16–98.46%. The number of sequences mapped to unigenes ranges from 1.6×10^6^–1.8×10^6^ among the clean tags (Table 1). 

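In the files, 1419643 unambiguous tags at 48 h, 1517047 at 100 h and 1358303 at 148 h were counted on unigenes, which was 24.0%, 25.5% and 22.4% of the clean tags. The median number of tags per detected unigene was 29 at 48 h, 28 at 100 h and 30 at 148 h. The 10 unigenes with the most tags took 7.93% of the counted tags at 48 h, 8.503% at 100 h and 10.9% at 148 h, and the 100 with the most took 22.4%, 24.7% and 26.8%. The CATG site nearest the 3′ end of the unigene gave 70.8% of the counted tags at 48 h, 68.7% at 100 h and 69.6% at 148 h. Tags ending in at least 12 A made up 1.41% of the counted tags at 48 h, 1.97% at 100 h and 3.97% at 148 h. The 95% Wilson intervals of these shares were at most 0.155 percentage points wide.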

Heterogeneity and redundancy are important characteristics for mRNA expression. A small number of mRNA categories have a high level of expression but most stay at a very low level. So, the normality of the DGE data is evaluated via the distribution of clean tag expression. The high-expression tags with copy numbers >100 showed values >85%, whereas the distribution of distinct clean tags did not exceed 10% in each library (Figure 8). By contrast, the low-expression genes with copy numbers <5 have a broad distribution of distinct clean tags in each library.

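The distribution was taken over the tags that the files assign to unigenes, not over all clean tags. Distinct tags with more than 100 copies numbered 2925 at 48 h, 3005 at 100 h and 2783 at 148 h. They held 80.8% of the counted tags at 48 h (95% Wilson interval 80.7% to 80.8%), 83.1% at 100 h (83.0% to 83.1%) and 81.9% at 148 h (81.8% to 81.9%). Of the distinct tags, they were 14.1% at 48 h (13.6% to 14.6%), 15.6% at 100 h (15.1% to 16.1%) and 16.3% at 148 h (15.7% to 16.8%).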

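Distinct tags with 2 to 5 copies numbered 9676 at 48 h, 8504 at 100 h and 7147 at 148 h. Their share of the distinct tags assigned to unigenes was 46.6% at 48 h (95% Wilson interval 45.9% to 47.2%), 44.1% at 100 h (43.4% to 44.8%) and 41.7% at 148 h (41.0% to 42.5%). The same tags held 1.89% of the counted tags at 48 h, 1.59% at 100 h and 1.46% at 148 h. No unigene had fewer than 2 tags, since tags seen once had been removed.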

**Figure 8:**
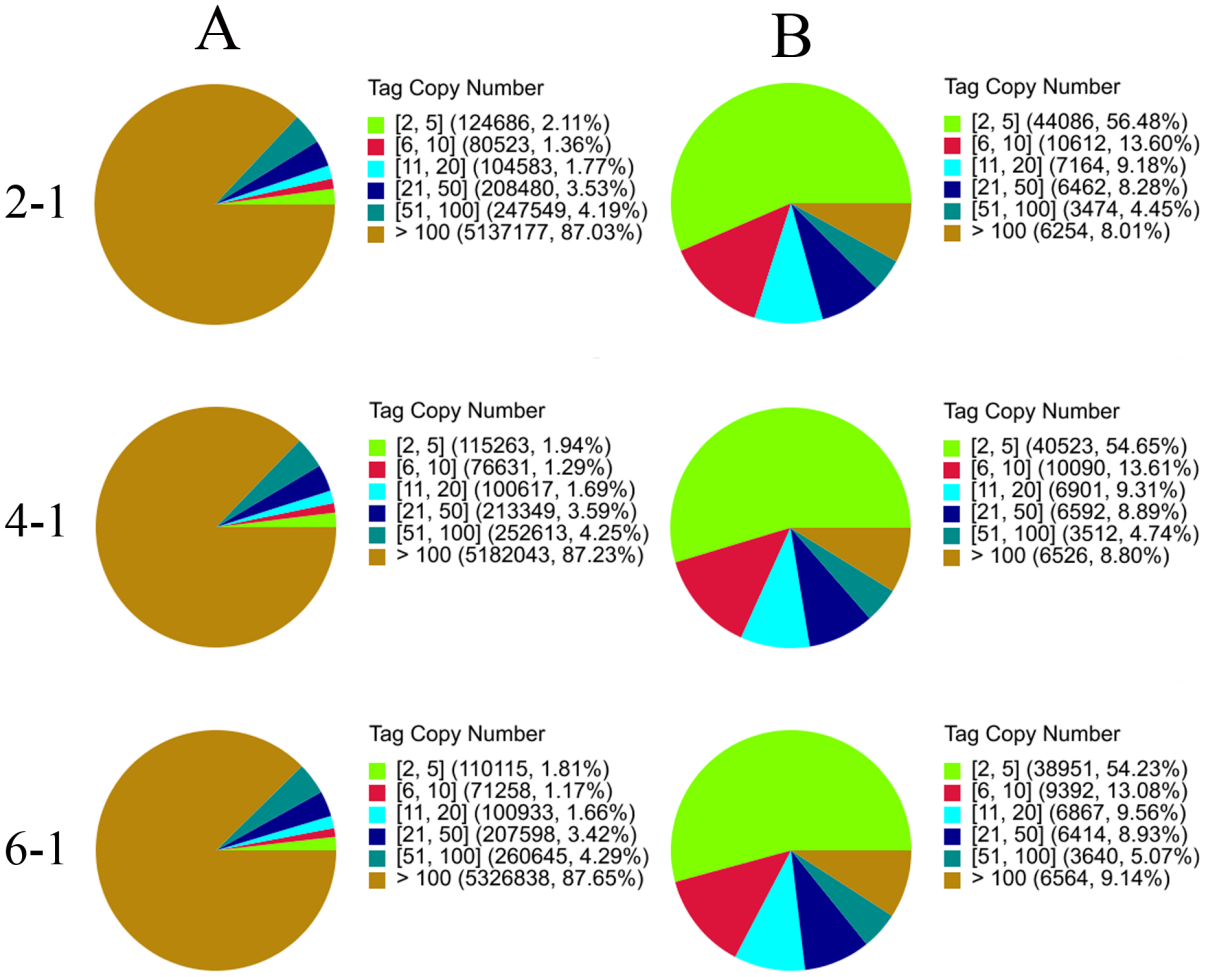
Distribution of total clean tags and distinct clean tags in each sample (2-1: 48 h, 4-1: 100 h, 6-1: 148 h). (A) Distribution of total clean tags (a: sample 2-1; b: sample 4-1; c: sample 6-1). (B) Distribution of distinct clean tags (a: sample 2-1; b: sample 4-1; c: sample 6-1).

**Table 1:** Tag analysis statistics.

Summary		48 h	100 h	148 h
Raw Data	Total number	6013524	6033685	6172287
	Distinct number	186452	167215	166604
Clean Tag	Total number	5902998	5940516	6077387
	Distinct number	78052	74144	71828
All Tag Mapping to Gene	Total number	1738545	1822236	1639848
	Total of Clean Tag (%)	29.45%	30.67%	26.98%
	Distinct number	33362	30539	27819
	Total of Clean Tag	42.74%	41.19%	38.73%
Unambiguous Tag Mapping to Gene	Total number (%)	1737986	1821693	1639377
	Total of Clean Tag (%)	29.44%	30.67%	26.98%
	Distinct number	33324	30495	27786
	Distinct of Clean Tag (%)	42.69%	41.13%	38.68%
All Tag-mapped Genes	Total number	12540	12112	11516
	Total of ref genes (%)	52.70%	50.90%	48.39%
Unambiguous Tag-mapped Genes	Total number	12523	12092	11495
	Total of ref genes (%)	52.63%	50.82%	48.31%
Unknown Tag	Total number	4164453	4118280	4437539
	Total of Clean Tag (%)	70.55%	69.33%	73.02%
	Distinct number	44690	43605	44009
	Distinct of Clean Tag (%)	57.26%	58.81%	61.27%

### Mapping sequences to the reference transcriptome database

According to our transcriptome reference database generated by Illumina sequencing, we mapped the tag sequences of the three DGE libraries to reveal the molecular events behind the DGE profiles. The reference database contains 67,398 tags with 67,282 unambiguous reference tags. Among the 71,828–78,052 distinct tags generated from the Illumina sequencing of the three DGE libraries, 27,786–73,555 distinct tags were mapped to genes in the reference database (Table 1). 

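In the files, 20779 distinct tags at 48 h, 19304 at 100 h and 17122 at 148 h were assigned to unigenes. Each of them was assigned to a single unigene. These are the tags behind every TPM value given for the 3 stages.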

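Unambiguous tags were found on 11271 unigenes at 48 h, 11057 at 100 h and 10327 at 148 h. In all, 12732 unigenes had tags in at least 1 library and 9150 had tags in all 3. Tags were found only at 48 h for 879 unigenes, only at 100 h for 679 and only at 148 h for 401. Of the 12732 unigenes, 6035 (47.4%) carry an annotation in the files. The median E-value of the annotations was 7e-12, and 25.3% of them had an E-value above 1e-06. The annotated unigenes held 39.1% of the counted tags at 48 h, 36.3% at 100 h and 37.5% at 148 h.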

The sequences up to 12,523 (52.63%) in the database of our transcriptome reference tag are identified explicitly by unique tag (Table 1). A saturation analysis checked whether the number of detected genes continues to increase when sequencing amount (total tag number) increases. 

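The number of unigenes expected when part of the counted tags is drawn at random was computed for each library from the hypergeometric distribution. With 10% of the tags, 75.1% of the unigenes detected at 48 h were found, 74.8% of those at 100 h and 75.3% of those at 148 h. With 50% of the tags, the expected numbers were 10849 unigenes at 48 h, 10646 at 100 h and 9933 at 148 h, which was 96.3%, 96.3% and 96.2% of the unigenes detected. With 90% of the tags, 99.9% were found in each library. Because tags seen once had been removed, unigenes that would have been seen by a single tag are not part of these curves, and the flattening near full depth is in part built in.

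**Figure D1:**
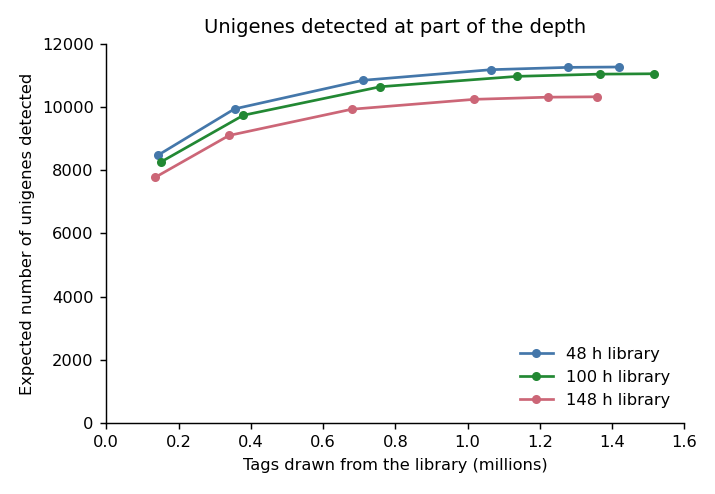
Expected number of unigenes detected (vertical axis) against the number of tags drawn from each library (horizontal axis), with 1 line each for the 48 h, 100 h and 148 h libraries and points at 10%, 25%, 50%, 75%, 90% and 100% of the counted tags. From 50% to 100% of the tags they rise from 10849 to 11271 unigenes at 48 h, from 10646 to 11057 at 100 h and from 9933 to 10327 at 148 h.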

The number of unambiguous tags was calculated for each gene to determine the level of gene expression and normalized to the number of transcript per million clean tags (TPM), which shows more genes are represented in <10 copies, and relatively less in the highly expressed genes (Figure 9).

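TPM was below 10 for 7133 of the 11271 unigenes at 48 h, which was 63.3% (95% Wilson interval 62.4% to 64.2%). It was below 10 for 6978 of 11057 at 100 h, or 63.1% (62.2% to 64.0%), and for 6483 of 10327 at 148 h, or 62.8% (61.8% to 63.7%). TPM of at least 100 was reached by 448 unigenes (3.97%) at 48 h, 473 (4.28%) at 100 h and 383 (3.71%) at 148 h. The median TPM was 4.91 at 48 h, 4.71 at 100 h and 4.94 at 148 h, and the highest was 4746, 5060.3 and 8914. The values are per 1000000 clean tags. Expressed per 1000000 tags counted on unigenes instead, 38.9% of the unigenes were below 10 at 48 h, 40.8% at 100 h and 37.3% at 148 h.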

**Figure 9:**
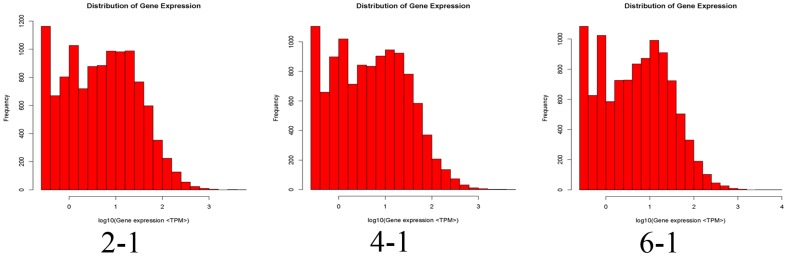
The level of gene expression for each gene (a: sample 2-1, b: sample 4-1, c: sample 6-1). Gene expression level was determined by calculating the number of unambiguous tags for each gene and then normalizing to TPM (transcript copies per million tags).

### Comparison of gene expression profile among different fermentation stages

The number of clean tags for each gene between the two samples was calculated using an algorithm developed by Audic *et al.* [41] to identify the genes expressed differentially among different stages of fermentation. 

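Ranked by TPM, the 20 highest annotated unigenes of each library were the 20 that Additional File S5 lists for that stage, with the same TPM. The 20th had a TPM of 242 at 48 h, 237 at 100 h and 240.2 at 148 h. Counting unannotated unigenes as well, 106 unigenes at 48 h, 139 at 100 h and 97 at 148 h had more tags than the 20th on the list. Of these, 7 unannotated unigenes at 48 h, 27 at 100 h and 28 at 148 h had more tags than the first. The 3 lists hold 39 unigenes together, and 5 are on all of them.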

We list the top 20 most abundantly expressed genes with annotation from the three libraries (Additional File S5). 

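Annexin ANXC3.2 is Unigene17986, whose annotation has an E-value of 9e-06. It had 5498 tags at 48 h, 3358 at 100 h and 2342 at 148 h. Its TPM was 931 (95% Wilson interval 907 to 956) at 48 h, 565 (546 to 585) at 100 h and 385 (370.1 to 401) at 148 h, and it ranked 1, 1 and 5 among the annotated unigenes. The tag CATGCAGCTCCTCAAATTACA at the CATG site nearest the 3′ end gave 99.0% of its copies over the 3 libraries. By the Audic and Claverie test with Benjamini-Hochberg FDR, its log2 ratio was −0.72 from 48 h to 100 h (FDR 2.38e-116), −1.27 from 48 h to 148 h (FDR 1.38e-303) and −0.55 from 100 h to 148 h (FDR 5.98e-45). Only the change from 48 h to 148 h passed both thresholds, FDR of at most 0.001 and an absolute log2 ratio of at least 1. The test compares those libraries, not the conditions. With the Audic and Claverie test, 53 of the 105 gene and comparison pairs named in the results passed both thresholds. With the edgeR exact test, 36 passed at an assumed biological coefficient of variation of 0.2, and 6 at 0.4. These 6 all belong to unigenes added for having the largest changes in these data, not to genes that the paper's results name. The change of annexin from 48 h to 148 h passed with neither value. On simulated data with 4-fold changes, the edgeR test with 0.4 found 0% of them. Not passing with 0.4 therefore does not show that a change is absent. Summed over the 4 unigenes annotated as annexin, TPM was 972, 589 and 405 at the 3 stages.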

We noticed the presence of annex in ANXC3.2 in all three libraries and the expression was highest in the 48 h libraries. The annexins expressed widely in eukaryotes are Ca^2+^ and phospholipid-binding proteins, which form an evolutionarily conserved multigene family, and the family proteins are implicated in a wide range of important biological processes, including membrane–cytoskeleton interaction, cell growth control, ion channel regulation and signal transduction, so they are important in cell growth. We found that glycerol-3-phosphate dehydrogenase (GPDH) is expressed abundantly only in the 100 h library andglyceraldehyde-3-phosphate dehydrogenase (GAPDH) is expressed abundantly in the 100 h and 148 h libraries, which suggests growth and lipid biosynthesis are related to GAPDH and GPDH directly. 

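GPDH is Unigene17751 (E-value 3e-24), with 740 tags at 48 h, 1478 at 100 h and 426 at 148 h. Its TPM was 125 (95% Wilson interval 117 to 135), 249 (236 to 262) and 70.1 (63.7 to 77.1), and it ranked 101, 18 and 221 among the annotated unigenes. Its log2 ratio from 48 h to 100 h was 0.99 (FDR 1.97e-53), just under the ratio threshold of 1; with TMM scaling it was 1.03 and passed. From 100 h to 148 h it was −1.83 (FDR 1.07e-138), past both thresholds. GAPDH is Unigene19054 (E-value 9e-06), with 1262 tags at 48 h, 1535 at 100 h and 1870 at 148 h. Its TPM was 214 (202 to 226), 258 (246 to 272) and 308 (294 to 322), and it ranked 28, 16 and 10. Its log2 ratio was 0.27 from 48 h to 100 h (FDR 4.19e-06), 0.53 from 48 h to 148 h (FDR 1.69e-22) and 0.25 from 100 h to 148 h (FDR 3.34e-06), each below the ratio threshold. Another unigene annotated as GAPDH, Unigene23581 (E-value 1e-143), had a TPM of 21.2, 15.15 and 49.9 at the 3 stages, and its log2 ratio of 1.72 from 100 h to 148 h (FDR 1.56e-25) passed both thresholds. From the abundance of GPDH at 100 h and of GAPDH at 100 h and 148 h, the paper proposes that growth and lipid biosynthesis are related to both enzymes.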

Some studies have revealed that GAPDH, which converts glycerol dehyde 3-phosphate to 1,3-bisphosphoglycerate has a crucial role in glucose catabolism. The most common form is the NAD^+^-dependent enzyme found in all organisms and located usually in the cytoplasm [46]. GPDH has an important role in energy metabolism and regulates the ratio of cytoplasmic NAD^+^/NADH [47]. A larger amount of NADH could increase final cell density and provoke a significant change in the final pattern of metabolite concentration, and the availability of NADH could be increased by adding formate to the medium [48]. GPDH activity is regulated through lipid–enzyme interactions [49] and it is the rate-limiting enzyme for glycerol synthesis [50], [51]. Thus, regulation of GAPDH and GPDH gene expression should improve the yields of EPA.

We examined expression of the gene for Δ12 fatty acid desaturase (D12) and Δ9 fatty acid desaturase (D9) and the relationship between gene expression and fatty acid biosynthesis. On the basis of the data for DGE, expression of the genes for D12 and D9 are shown in Figure 10 and the fatty acid composition is shown in Figure 11. According to the fatty acid composition, the stearic acid and oleic acid content decrease with cultivation time, whereas expression of the genes for D9 and D12 increases (Figure 10), indicating change of fatty acid composition is related to gene expression. 

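D12 is Unigene13409 (E-value 9e-06), with 1787 tags at 48 h, 2155 at 100 h and 2962 at 148 h. Its TPM was 303 (95% Wilson interval 289 to 317), 363 (348 to 378) and 487 (470.1 to 505). The log2 ratio was 0.26 from 48 h to 100 h (FDR 1.25e-07), 0.69 from 48 h to 148 h (FDR 1.02e-56) and 0.43 from 100 h to 148 h (FDR 3.16e-24). These are larger than the counting error and below the ratio threshold of 1. For D9, 2 unigenes carry the name. Unigene7817 (E-value 1e-15) has the most tags, 568 at 48 h, 314 at 100 h and 384 at 148 h, with a TPM of 96.2 (88.6 to 104), 52.9 (47.3 to 59.0) and 63.2 (57.2 to 69.8). Its log2 ratio was −0.86 from 48 h to 100 h (FDR 5.39e-17) and −0.61 from 48 h to 148 h (FDR 1.27e-09). Unigene16104 (E-value 2e-12) had 212, 318 and 303 tags and a TPM of 35.9 (31.4 to 41.1), 53.5 (48.0 to 59.7) and 49.9 (44.6 to 55.8). Its log2 ratio was 0.58 from 48 h to 100 h (FDR 3.9e-05), 0.47 from 48 h to 148 h (FDR 0.0012) and −0.10 from 100 h to 148 h (FDR 0.54); the last became 0.09 per tag counted on unigenes and 0.11 with TMM scaling. No change of either D9 unigene passed both thresholds. Their summed TPM was 132 at 48 h, 106 at 100 h and 113 at 148 h; the summed log2 ratio from 48 h to 148 h was −0.23, and 0.03 with TMM scaling.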

The level of expression for the D12 gene was high, but accumulation of oleic acid was greater, so we studied the enzyme activity of D12 further. The content of oleic acid was decreased further by adding the divalent metal ions Zn^2+^ and Mn^2+^ (data not shown). These results show fatty acid composition is regulated by gene expression and enzyme activity.

**Figure 10:**
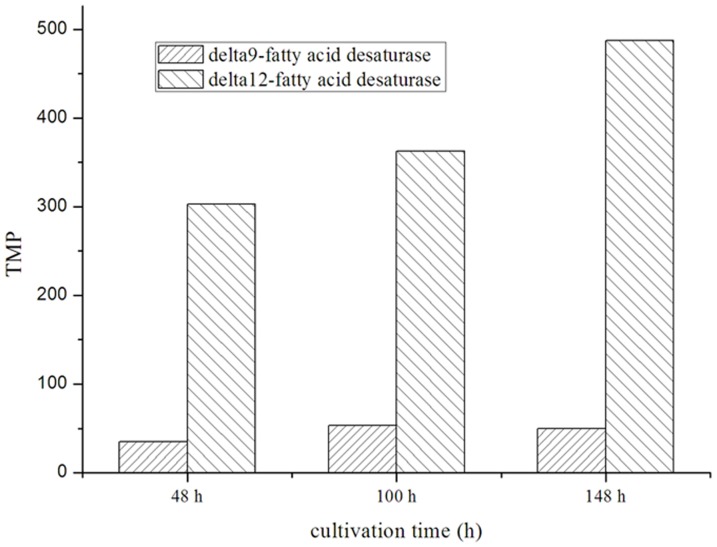
The gene expression of D12 and D9 based on the data of DGE among different fermentation stages of *P. splendens*.

**Figure 11:**
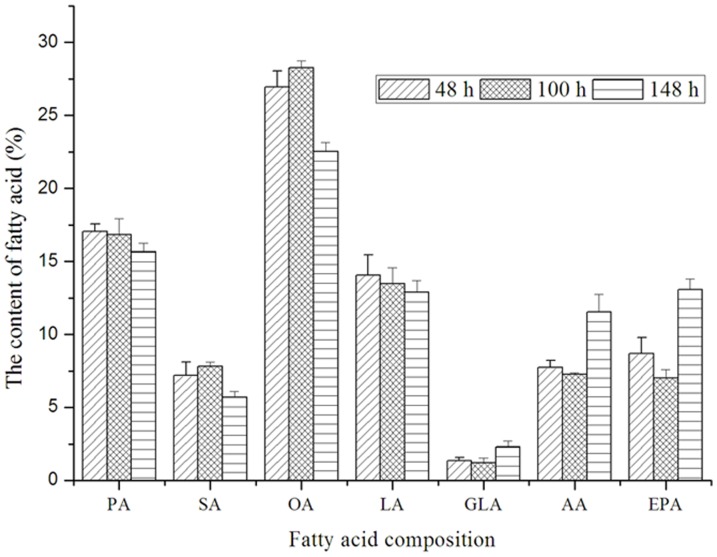
The fatty acid composition of *P. splendens* at different fermentation stages. PA: palmitic acid, SA: stearic acid, OA: oleic acid, LA: linoleic acid, GLA: γ-linolenic acid, AA: arachidonic acid, EPA: eicosapentaenoic acid.

Cytochrome P450 enzymes (P450s) are heme–thiolate proteins involved in the oxidative degradation of a variety of compounds with crucial roles in fungal biology and ecology. More than 6000 fungal genes coding for putative P450s from 276 families are identified [52] and 50 *Pythium* cytochrome P450 genes was identified in this study. Protein BLAST analysis of *Pythium* P450s showed homology between 78A3, 86A2, 86B1, 90A, 94A1 and 704C1 P450 family members and other cytochrome P450-related domains. We analyzed the CYPs further, the NADPH-P450 reductase was a key component in the respiratory chain, and its function is similar to the cytochrome P450 family 505, which has a strong preference for NADPH over NADH as the electron donor, function, catalytic rate in other organisms (*Fusarium oxysporum*) [53], so it may be related to EPA production. And the level of NADPH-P450 reductase gene expression was the lowest in the libraries of 100 h than 48 h and 148 h.

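The unigene annotated as NADPH-P450 reductase is Unigene22949 (E-value 3e-46). It had 747 tags at 48 h, 208 at 100 h and 534 at 148 h, of which the tag CATGCAACATCAATCCATCGA gave 94.0% over the 3 libraries. Its TPM was 127 (95% Wilson interval 118 to 136) at 48 h, 35.0 (30.6 to 40.1) at 100 h and 87.9 (80.7 to 95.6) at 148 h. The log2 ratio was −1.85 from 48 h to 100 h (FDR 6.72e-71) and 1.33 from 100 h to 148 h (FDR 9.86e-31), both past the thresholds, and −0.53 from 48 h to 148 h (FDR 8.85e-10). Among the unigenes with tags, 5 have cytochrome P450 in their annotation.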

The three stages of fermentation were further evaluated in three pair wise comparisons: 48 h vs. 100 h, 48 h vs. 148 h and 100 h vs. 148 h. 

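For each comparison, unigenes with at least 1 tag in either library were tested, which gave 12331 for 48 h vs. 100 h, 12053 for 48 h vs. 148 h and 11853 for 100 h vs. 148 h. The test was the exact test of Audic and Claverie, two-sided, on the tag counts of the pair of libraries with their total clean tags, with Benjamini-Hochberg adjustment. A unigene was counted as differentially expressed with an FDR of at most 0.001 and an absolute log2 ratio of TPM of at least 1, where a TPM of 0 was set to 0.01. The union of the 3 comparisons held 2972 differentially expressed unigenes, and 137 were differentially expressed in all 3. For 481 unigenes the changes from 48 h to 100 h and from 100 h to 148 h had opposite directions and both passed. An FDR of at most 0.001 with a log2 ratio under 1 was found for 992, 963 and 919 further unigenes. No differentially expressed unigene had fewer than 13, 12 and 13 tags in the library with more tags.

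**Figure D2:**
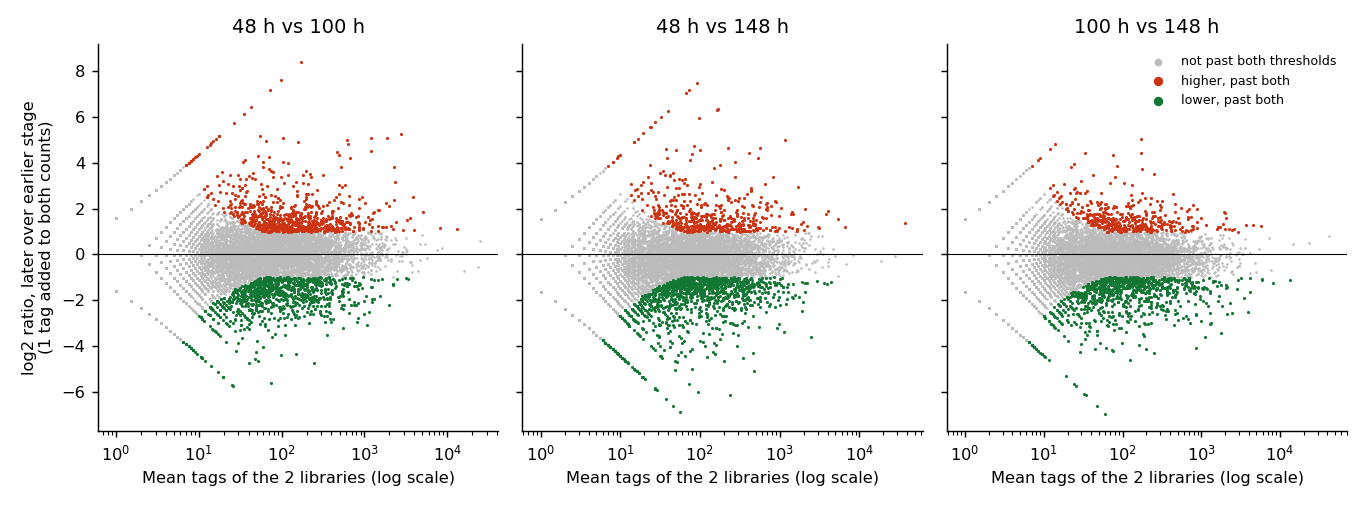
Log2 ratio of the later over the earlier stage with 1 tag added to both counts (vertical axis) against the mean number of tags of both libraries (horizontal axis, log scale), 1 point per tested unigene and 1 panel per comparison. Red points, higher at the later stage and past both thresholds, number 748, 508 and 415 from left to right; green points, lower and past both thresholds, number 949, 1210 and 910; grey points did not pass.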

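Between 48 h and 148 h, 508 unigenes were higher and 1210 were lower at 148 h, 1718 of the 12053 tested (14.3%). The number lower was 2.38 times the number higher. The numbers changed most with the edgeR exact test and an assumed biological coefficient of variation of 0.4, which left 8 unigenes higher and 7 lower. Scaling also changed the balance: per tag counted on unigenes, 593 were higher and 1048 were lower, and with TMM scaling the numbers were 768 and 824. Of the 508 that were higher, 18 had no tags at 48 h, and of the 1210 that were lower, 96 had no tags at 148 h. An annotation was carried by 738 of the 1718. The median absolute log2 ratio of the 1718, with 1 tag added to both counts, was 1.66. With 1 tag added, the largest rises were those of Unigene6713 (0 tags at 48 h and 182 at 148 h, log2 ratio 7.47) and Unigene3630 (0 and 146 tags, 7.16). The largest falls were those of Unigene5492 (113 and 0 tags, −6.87) and Unigene5392 (93 and 0 tags, −6.60). None of these 4 unigenes carries an annotation.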

Of 1726 genes, 516 were up-regulated and 1210 were down-regulated, with a significant difference of expression levels at 48 h and 148 h of fermentation (Figure 12). 

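Additional File S6 lists short-chain dehydrogenase as Unigene22994 (E-value 9e-54), which had 0 tags at 48 h, 2 at 100 h and 65 at 148 h. Its TPM at 148 h was 10.7 (95% Wilson interval 8.39 to 13.6), and the log2 ratio from 48 h to 148 h was 10.06 (FDR 2.49e-18). Triacylglycerol lipase is Unigene5876 (E-value 2e-32), with 0, 27 and 48 tags, a TPM of 4.55 (3.12 to 6.61) at 100 h and 7.90 (5.96 to 10.47) at 148 h, and a log2 ratio of 9.63 from 48 h to 148 h (FDR 1.89e-13). GTP is Unigene11100 (E-value 2e-31), with 0, 2 and 16 tags, a TPM of 2.63 (1.62 to 4.28) at 148 h and a log2 ratio of 8.04 from 48 h to 148 h (FDR 0.0002), which did not pass with Benjamini-Yekutieli adjustment. These ratios rest on the TPM of 0.01 set for a library without tags; with 1 tag added to both counts, they were 6.00, 5.57 and 4.05. For short-chain dehydrogenase, 30 unigenes carry the name, with a summed TPM of 1011 at 48 h, 859.5 at 100 h and 746 at 148 h; the summed log2 ratio from 48 h to 148 h was −0.44 and stayed negative per tag counted on unigenes (−0.33) and with TMM scaling (−0.18).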

Giving insight into the 20 biggest differences of gene expression with annotation between 48 h and 148 h of fermentation (Additional File S6), there is a specific enrichment of genes for pathways involved in energy and metabolism at 148 h [54], [55], such as short-chain dehydrogenase, triacylglycerol lipase and phosphoenol pyruvatecarb oxykinase (GTP). GTP is a key enzyme in the synthesis of glyceride/glycerol in particular [56], but the level of gene expression is relatively low, likely indicating the rate-limiting enzyme of *P. splendens* lipid biosynthesis is GTP. 

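The median TPM of the unigenes with tags at 148 h was 4.94, against 2.63 for the listed Unigene11100. The enzyme name in the annotation of Unigene11100 is phosphoenolpyruvate carboxykinase, with neither ATP nor GTP. In all, 5 unigenes are annotated as phosphoenolpyruvate carboxykinase, with a summed TPM of 35.1 at 48 h, 36.5 at 100 h and 149 at 148 h. Most of this came from Unigene20713 (E-value 4e-47), which is annotated as the ATP enzyme and had 204, 209 and 883 tags and a TPM of 34.6 (95% Wilson interval 30.1 to 39.6), 35.2 (30.7 to 40.3) and 145 (136 to 155). Its log2 ratio was 2.07 from 48 h to 148 h (FDR 8.52e-95) and 2.05 from 100 h to 148 h (FDR 1.37e-93), both past the thresholds. Its log2 ratio from 48 h to 100 h was 0.03 (FDR 0.971), and −0.06 per tag counted on unigenes.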

Out of a total of 1711 genes, 762 are up-regulated and 949 are down-regulated at 100 h compared to 48 h (Figure 12). 

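Between 48 h and 100 h, 748 unigenes were higher and 949 were lower at 100 h, 1697 of the 12331 tested (13.8%). The number lower was 1.27 times the number higher. Per tag counted on unigenes, 650 were higher and 1053 were lower, and with TMM scaling the numbers were 822 and 894. Of the 748 that were higher, 27 had no tags at 48 h, and of the 949 that were lower, 29 had no tags at 100 h. An annotation was carried by 776 of the 1697. With 1 tag added to both counts, the largest rises were those of Unigene6713 (0 tags at 48 h and 343 at 100 h, log2 ratio 8.42), which carries no annotation, and Unigene3553 (0 and 196 tags, 7.61), annotated as KLLA0D04059p with an E-value of 9e-06. The largest falls were those of Unigene17801 (52 and 0 tags, −5.74) and Unigene2658 (50 and 0 tags, −5.68), which carry no annotation.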

The top ten largest differences of gene expression with annotation between 48 h and 100 h were studied further (Additional File S7). There is a specific increase of enzyme activity associated with energy metabolism at 48 h [57], including phospho lipid-transporting ATPase and phosphate acetyl transferase as well as fatty acid synthase alpha subunit [58], which has an important role in de novo synthesis of fatty acids. 

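Of the unigenes listed in Additional File S7, those of the 3 enzymes named here had few tags. Phospholipid-transporting ATPase is Unigene23619 (E-value 5e-52), with 18 tags at 48 h, 0 at 100 h and 2 at 148 h, a TPM of 3.05 at 48 h (95% Wilson interval 1.93 to 4.82) and a log2 ratio of −8.25 from 48 h to 100 h (FDR 2.16e-05). Phosphate acetyltransferase is Unigene20746 (E-value 1e-12), with 13, 0 and 11 tags, a TPM of 2.2 at 48 h (1.29 to 3.77) and a log2 ratio of −7.78 (FDR 0.000557), which did not pass with Benjamini-Yekutieli adjustment. Fatty acid synthase alpha subunit is Unigene21725 (E-value 1e-82), with 17, 0 and 2 tags, a TPM of 2.88 at 48 h (1.80 to 4.61) and a log2 ratio of −8.17 (FDR 4.15e-05). With 1 tag added to both counts, the 3 ratios were −4.26, −3.82 and −4.18. Other unigenes with the same names had more tags over the 3 libraries together. Unigene6105, phospholipid-transporting ATPase, had 222, 53 and 61 tags and a log2 ratio of −2.08 from 48 h to 100 h (FDR 7.86e-25). Unigene16303, fatty acid synthase alpha subunit, had 179, 68 and 74 tags and a log2 ratio of −1.40 (FDR 6.01e-12). Unigene11903, phosphate acetyltransferase, had 8, 2 and 15 tags, and its change from 48 h to 100 h was not detectable at this depth (FDR 0.1475).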

Fatty acids are key components of the cell and their synthesis is essential for all organisms. Out of a total of 1337 genes, 426 are up-regulated and 911 genes are down-regulated at 148 h (Figure 12). 

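Between 100 h and 148 h, 415 unigenes were higher and 910 were lower at 148 h, 1325 of the 11853 tested (11.2%). The number lower was 2.19 times the number higher. Scaling changed the balance here too: per tag counted on unigenes, 594 were higher and 640 were lower, and with TMM scaling the numbers were 616 and 619. Of the 415 that were higher, 5 had no tags at 100 h, and of the 910 that were lower, 40 had no tags at 148 h. An annotation was carried by 555 of the 1325. With 1 tag added to both counts, the largest rises were those of Unigene23240 (9 tags at 100 h and 337 at 148 h, log2 ratio 5.05), annotated as phospho-2-dehydro-3-deoxyheptonate aldolase, and Unigene9795 (0 and 28 tags, 4.83). The largest falls were those of Unigene12180 (119 and 0 tags, −6.94) and Unigene2548 (96 and 0 tags, −6.63). The last 3 unigenes carry no annotation.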

The top ten largest differences of gene expression with annotation between 100 h and 148 h were studied further (Additional File S8), at 100 h, the genes were focused on stress reaction, such as alanine amino transferase and Chd1p.

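Alanine aminotransferase is Unigene22497 (E-value 2e-33), with 24 tags at 48 h, 51 at 100 h and 0 at 148 h. Its TPM was 4.07 (95% Wilson interval 2.73 to 6.05) at 48 h and 8.59 (6.53 to 11.3) at 100 h. It had no tags at 148 h (upper limit 0.632, which may be too low because tags seen once had been removed). The log2 ratio was −9.75 from 100 h to 148 h (FDR 4.48e-15), and −5.73 with 1 tag added to both counts. The change from 48 h to 100 h was 1.08 (FDR 0.0099), which did not pass. Chd1p is Unigene23772 (E-value 1e-127), with 5, 14 and 0 tags and a TPM of 2.36 (1.404 to 3.96) at 100 h. Its log2 ratio from 100 h to 148 h was −7.88 (FDR 0.000303), and −3.94 with 1 tag added; it did not pass with Benjamini-Yekutieli adjustment.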

**Figure 12:**
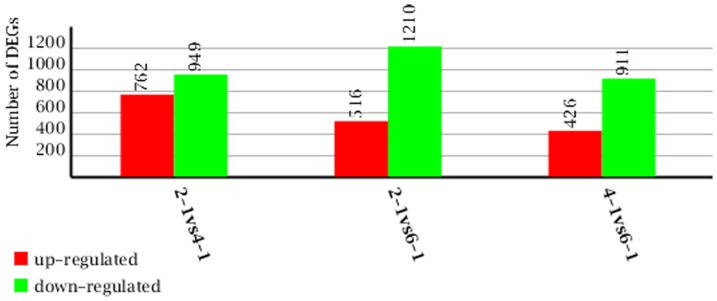
Numbers of DGE unigenes in each comparison (2-1: 48 h, 4-1: 100 h, 6-1: 148 h). Up-(red) and down-regulated (green) unigenes were quantified.

Further cluster analysis of the union of differentially expressed genes (48 h vs. 100 h, 100 h vs. 148 h and 48 h vs. 148 h) was under taken. 

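Among the enzymes named, 2 unigenes are annotated as fatty acid synthase alpha subunit. Unigene16303 had a TPM of 30.3 (95% Wilson interval 26.2 to 35.1) at 48 h, 11.45 (9.03 to 14.5) at 100 h and 12.2 (9.70 to 15.3) at 148 h. Its log2 ratio was −1.40 from 48 h to 100 h (FDR 6.01e-12) and −1.32 from 48 h to 148 h (FDR 5.13e-11). Unigene21725 had 17, 0 and 2 tags at the 3 stages. For acyl-CoA oxidase, 7 unigenes carry the name, with a summed TPM of 102 at 48 h, 38.4 at 100 h and 39.7 at 148 h. The unigene with the most tags, Unigene9671 (E-value 9e-06), had a TPM of 36.4 (31.9 to 41.6), 20.7 (17.4 to 24.7) and 13.8 (11.2 to 17.1), and a log2 ratio of −1.40 from 48 h to 148 h (FDR 2.89e-14). Unigene6726 (E-value 1e-11) had a TPM of 48.1 (42.8 to 54.0), 2.19 (1.28 to 3.74) and 5.10 (3.59 to 7.24), and a log2 ratio of −4.46 from 48 h to 100 h (FDR 2.52e-66). Unigene16731 (E-value 9e-06) had a TPM of 14.1, 14.8 and 20.4, and no change of it passed the thresholds. Clusters were not computed from 3 libraries.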

Study of genes expressed differentially in mitochondrial fatty acid elongation, fatty acid biosynthesis and biosynthesis of unsaturated fatty acids showed genes related to lipid biosynthesis and fatty acid biosynthesis (fatty acid synthase subunit alpha, fatty acid synthase alpha-subunit reductase and acyl-CoA oxidase) are not in the same gene cluster, but they have similar levels of expression and could be co-regulated.

### Functional gene expression profile among different stages of fermentation

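The GO process terms in the files assign 5 unigenes with tags to the fatty acid metabolic process and 1 to the glycerol-3-phosphate metabolic process. The latter is Unigene17751, the GPDH, with 740 tags at 48 h, 1478 at 100 h and 426 at 148 h and a TPM of 125, 249 and 70.1. The 5 others are annotated as D12 (Unigene13409), methionine aminopeptidase 2 (Unigene17983), acyl-CoA oxidase (Unigene16731), acetyl-CoA carboxylase (Unigene10486) and another D12 (Unigene20583). None of the 5 passed both thresholds in any comparison. To place a list of unigenes, its median log2 ratio, with 1 tag added to both counts, was ranked among 10000 random lists of the same size matched on mean expression. The percentile describes these libraries and is not a p-value, since genes are not replicates. For the fatty acid metabolic process the percentile was 68.5 from 48 h to 100 h, 94.8 from 48 h to 148 h and 72.2 from 100 h to 148 h. Over all lists with more than 1 unigene, the median of 10 of the 27 pairs of a list and a comparison lay outside the central 95% of the random lists. With only unigenes of at least 10 tags in both libraries together, the number was 7. The number of members past both thresholds was ranked in the same way. By that number, only aminoacyl-tRNA synthetases for 48 h vs. 100 h lay outside, with 14 against a median of 7 in the random lists (percentile 99.7). For fatty acid metabolism in the same comparison, 8 passed against 7, and for glycolysis/gluconeogenesis in 48 h vs. 148 h, 3 against 5.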

The three stages of fermentation were further evaluated on the basis of GO classification; genes with annotation with the highest level of expression at 100 h of fermentation are associated with the fatty acid metabolic process and the glycerol 3-phosphate metabolic process, which are concentrated in lipid biosynthesis (Additional File S9). The fatty acid metabolic process is observed at the three stages of fermentation; the level of gene expression is highest at 148 h, indicating that the rate of fatty acid conversion is faster at 148 h than it is at 48 h and 100 h (Additional File S9). 

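Summed over the 5 unigenes of the fatty acid metabolic process, TPM was 508 at 48 h, 544 at 100 h and 631 at 148 h. D12 (Unigene13409) gave 68.6% of their tags. Without it, the sum was 205 at 48 h, 181 at 100 h and 143 at 148 h, with a log2 ratio of −0.52 from 48 h to 148 h that stayed negative per tag counted on unigenes (−0.41) and with TMM scaling (−0.26). Most of the remaining tags came from Unigene17983, annotated as methionine aminopeptidase 2, with 1122 tags at 48 h, 980 at 100 h and 737 at 148 h.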

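GO terms are given in the files for few of the differentially expressed unigenes. A process term is given for 65 of them in 48 h vs. 100 h, 71 in 48 h vs. 148 h and 52 in 100 h vs. 148 h, a function term for 105, 120 and 78, and a component term for 37, 30 and 25. Of those with a process term, 'metabolic process' was given for 8, 21 and 11, and 'cellular metabolic process' for 3, 3 and 0. Of those with a function term, 'catalytic activity' was given for 15, 23 and 15. Of those with a component term, 'cell part' was given for 8, 8 and 6, and 'cell' for 0 in all 3 comparisons. No tested unigene carried the term 'cell', so its 0 was fixed in advance and says nothing about the paper's category. Of all tested unigenes with a process term, 'metabolic process' was given for 107 of 509, 104 of 513 and 100 of 493 in the 3 comparisons. These are the terms as written in the files, without their parent terms.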

Further comparison of gene expression at the three stages showed a large number of DEGs with annotation were dominant in categories ‘cell’, ‘metabolic process’, ‘catalytic activity’ and ‘cellular metabolic process’ (Additional Files S10, S11 and S12). Then, on the basis of the whole transcriptome sequence, all DEGs were mapped in the KEGG database to search for genes involved in metabolic or signal transduction pathways (Additional File S13). Among all the genes with KEGG pathways annotation, 552 are identified with genes expressed differently at 48 h and 148 h of fermentation. Specific enrichment of genes is observed for pathways involved in metabolic pathways (205 DGEs, 37.14%) and biosynthesis of secondary metabolites (101 DGEs, 18.3%), such as butanoate metabolism, benzoate degradation via hydroxylation and 1- and 2-methylnaphthalene degradation. The secondary metabolites are increased at 148 h, likely indicating metabolic flux is changed, leading to the waste of energy. 

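The files carry no pathway identifiers, so unigenes were grouped by the enzyme names in their annotation. For the synthesis of valine, leucine and isoleucine, 18 unigenes had tags. Their summed TPM was 237 at 48 h, 577 at 100 h and 824 at 148 h. At 100 h against 48 h, 4 passed both thresholds as higher and 0 as lower, and the median log2 ratio with 1 tag added was 1.51, at percentile 100 of the random lists. At 148 h against 48 h, 5 were higher and 0 lower, with a median of 1.96 at percentile 100. For aminoacyl-tRNA synthetases, 53 unigenes had tags, with a summed TPM of 1743 at 48 h, 1337 at 100 h and 1419 at 148 h. In the first comparison, 48 h vs. 100 h, 14 of them were lower and 0 higher, and the median log2 ratio was −0.91, at percentile 0.01. For 48 h vs. 148 h, 7 were lower and 0 higher, with a median of −1.04 at percentile 0.465. From 100 h to 148 h, 4 were higher and 0 lower. For pantothenate and CoA biosynthesis, 5 unigenes had tags, with a summed TPM of 52.7, 59.1 and 57.3; none passed both thresholds, and the sign of the summed change from 100 h to 148 h depends on the scaling (log2 ratio −0.05 per clean tag and 0.15 per tag counted on unigenes). Without its unigene with the most tags, Unigene14237, the log2 ratio of this sum from 48 h to 148 h was −0.18, against 0.12 with it, and 0.08 with TMM scaling. The median log2 ratio of this list was −0.49 from 48 h to 100 h, −0.67 from 48 h to 148 h and −0.27 from 100 h to 148 h. It lay at percentiles 20.8, 27.4 and 46.5 of the random lists. The sums for branched-chain amino acids and for aminoacyl-tRNA synthetases kept their directions under all 3 scalings. Without Unigene23191, the unigene with the most tags, the synthetase sum had a log2 ratio of −0.20 from 48 h to 148 h, or 0.06 with TMM scaling.

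**Figure D3:**
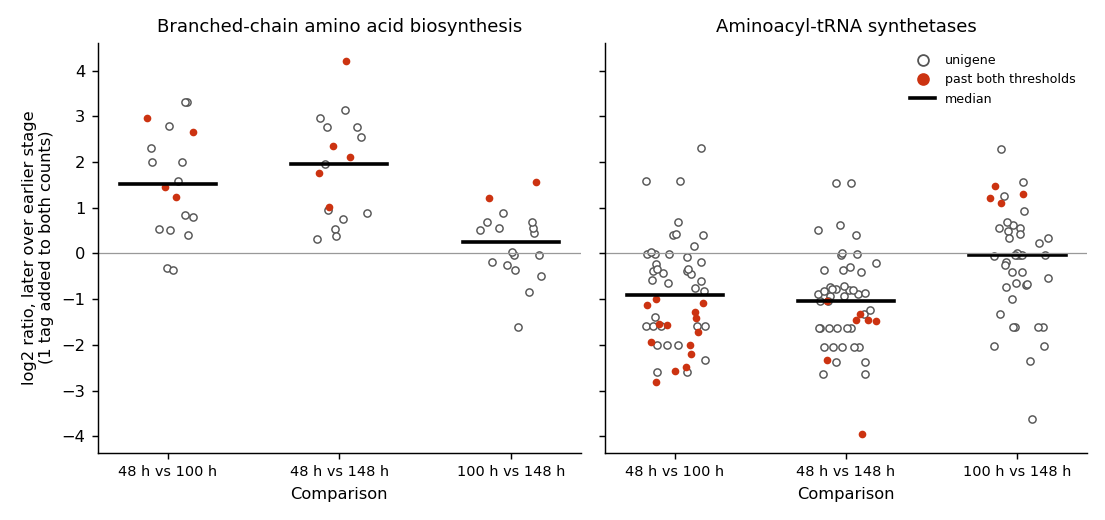
Log2 ratio of the later over the earlier stage with 1 tag added to both counts (vertical axis) for each unigene named for branched-chain amino acid synthesis (left) and each aminoacyl-tRNA synthetase (right), by comparison (horizontal axis). Filled points passed both thresholds and the black line is the median, which is 1.51 for 48 h vs. 100 h and 1.96 for 48 h vs. 148 h on the left, and −0.91 and −1.04 on the right.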

A total of 590 genes expressed differently at 48 h and 100 h are identified and a specific enrichment of energy and primary metabolite biosynthesis is observed; e.g. pantothenate and CoA biosynthesis, which is an important role in energy metabolism, valine, leucine and isoleucine and aminoacyl-tRNA biosynthesis, which have an important role in the growth of *P.splendens*. 

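The 100 h sample had been at 15 °C for 4 h. For steroid biosynthesis, 9 unigenes with a sterol or steroid name in their annotation had tags, and their summed TPM was 819.6 at 48 h, 718 at 100 h and 992 at 148 h. The log2 ratio of the sum was −0.19 from 48 h to 100 h and 0.28 from 48 h to 148 h, with the same signs per tag counted on unigenes and with TMM scaling. Between 48 h and 100 h, 1 unigene was lower and 0 were higher past both thresholds. The lower one was Unigene19584, annotated as acetyl-CoA acetyltransferase, which the list for fatty acid metabolism also holds. At 148 h against 48 h, 2 were lower (Unigene19584 and Unigene20408) and 0 higher, and from 100 h to 148 h, 1 was higher and 1 lower. The unigene with the most tags over the 3 libraries, Unigene22519, annotated as 3-beta-hydroxysteroid dehydrogenase, had 1534 tags at 48 h, 1394 at 100 h and 3060 at 148 h. Without it, the summed TPM was 559.7 at 48 h, 484 at 100 h and 489 at 148 h, and the log2 ratio from 48 h to 148 h was −0.20, or −0.09 per tag counted on unigenes and 0.06 with TMM scaling.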

The biosynthesis of steroids in cell membranes is increased, which might be a response to maintain the fluidity of the membrane at low temperature (15°C). A total of 420 differently expressed genes are identified and there is a specific enrichment of the biosynthesis of secondary metabolites between 100 h and 148 h. 

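For fatty acid metabolism, 43 unigenes, mostly named for fatty acid activation, beta-oxidation or carnitine-linked transport and transfer, had tags, with a summed TPM of 939 at 48 h, 918 at 100 h and 699 at 148 h. The list also holds Unigene20324 and Unigene21014, annotated as L-carnitine dehydratase/bile acid-inducible protein F. Of these, Unigene20324 is among the unigenes higher from 48 h to 100 h. The log2 ratio of the sum was −0.03 from 48 h to 100 h, which became 0.01 with TMM scaling; without Unigene23449, a carnitine/acyl carnitine carrier and the unigene with the most tags, it was −0.13, and negative under all 3 scalings. The sum changed by −0.42 from 48 h to 148 h, which stayed negative with TMM scaling (−0.17). From 48 h to 100 h, 3 unigenes were higher and 5 lower past both thresholds, from 48 h to 148 h 0 were higher and 7 lower, and from 100 h to 148 h 0 were higher and 4 lower. The median log2 ratio of the list lay at percentile 2.995 of the random lists from 48 h to 100 h, 1.21 from 48 h to 148 h and 14.0 from 100 h to 148 h. With only unigenes of at least 10 tags in both libraries together, the middle value became 3.09 and was no longer outside the central 95%. For glycerolipid metabolism, 16 unigenes had tags, with a summed TPM of 136 at 48 h, 161 at 100 h and 138 at 148 h, and the same directions under all 3 scalings. From 48 h to 100 h, 1 was higher and 1 lower past both thresholds; from 48 h to 148 h, 1 was higher and 0 lower; and from 100 h to 148 h, none passed. The median log2 ratio of this list was 0.54, −0.27 and −0.47 in the 3 comparisons. It lay at percentiles 96.96, 58.9 and 31.1 of the random lists, all inside the central 95%. Without Unigene1211, the unigene with the most tags, the log2 ratio of the glycerolipid sum was 0.04 from 48 h to 100 h, or −0.05 per tag counted on unigenes, and −0.19 from 48 h to 148 h, or 0.07 with TMM scaling. The unigene higher at 100 h and 148 h was the triacylglycerol lipase, Unigene5876.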

There is also an enrichment of differently expressed genes related to lipid metabolism, such as fatty acid metabolism and glycerolipid metabolism, which likely indicates the level of lipid metabolism in *P.splendens*RBB-5 at 100 h or 148 h is higher than that at 48 h. 

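For glycolysis/gluconeogenesis, 33 unigenes had tags, with a summed TPM of 878 at 48 h, 944 at 100 h and 1057 at 148 h, and the same directions under all 3 scalings. For 48 h vs. 100 h, 2 were higher and 3 lower past both thresholds. From 48 h to 148 h, 3 were higher and 0 lower, and from 100 h to 148 h, 4 were higher and 1 lower. Those higher from 48 h to 148 h were Unigene11100 and Unigene20713, annotated as phosphoenolpyruvate carboxykinase, and the GAPDH Unigene23581. The list also holds Unigene7919 and Unigene18436, named for pyruvate dehydrogenase kinase. Unigene23309, named for an enolase-phosphatase, and Unigene4550, named for 2-phosphoglycerate kinase, are on it too. The median log2 ratio of the list was 0.26, 0.25 and 0.30 in the 3 comparisons, at percentiles 87.4, 99.3 and 99.8 of the random lists. The GAPDH Unigene19054 gave 27.1% of the tags. Without it, the summed TPM was 664 at 48 h, 686 at 100 h and 749 at 148 h, and the log2 ratio from 48 h to 100 h was 0.05, or −0.04 per tag counted on unigenes. The TPM of Unigene20713 alone went from 34.6 at 48 h to 145 at 148 h. Per clean tag, this exceeds the rise of the sum without GAPDH Unigene19054, so the sum does not show a rise across the list.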

Glycolysis/gluconeogenesis was also found at the libraries of 100 h and 148 h, likely indicating dissolved oxygen is deficient at 148 h according to the high density of *P.splendens*. This annotation of genes at different stages of fermentation provides a valuable resource for investigating specific processes, functions and pathways in *P.splendens*.

### Validation of gene expression profile by qRT-PCR

Eight genes (phospho-2-dehydro-3-deoxyheptonatealdolase, acyl-CoA, aconitatehydratase, D12, D9, GAPDH, GPDH and GTP) associated with lipid and fatty acid biosynthesis at 48, 100 and 148 h were selected to evaluate the DGE data further and to confirm the gene expression profiles. 

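The DGE values of the 8 genes were taken for the unigene with the most tags under each name, and the qRT-PCR bars were read by eye. The ratio of TPM to that at 48 h was 0.426 at 100 h and 15.6 at 148 h for PDDA (Unigene23240). For ACOX (Unigene9671) it was 0.569 and 0.380, for ACO (Unigene22787) 5.00 and 5.53, and for D12 (Unigene13409) 1.198 and 1.61. For D9 (Unigene7817) it was 0.549 and 0.657, for GAPDH (Unigene19054) 1.21 and 1.44, for GPDH (Unigene17751) 1.98 and 0.559, and for GTP (Unigene20713) 1.02 and 4.20. Unigene20713 has the most tags under phosphoenolpyruvate carboxykinase and is annotated as the ATP enzyme. The enzyme name of the listed Unigene11100 gives neither ATP nor GTP. Set beside the bars of Figure 13, 13 of these 16 ratios lay on the same side of 1, and the others were D9 at both stages and GTP at 100 h, where the DGE ratio was 1.02 and the change was not detectable (FDR 0.971). With the sum over all unigenes of each name, the number was also 13. With Unigene16104 for D9, the unigene of Figure 10, which was chosen after seeing the data, it was 15. Among the 13, PDDA at 100 h rested on 21 tags at 48 h and 9 at 100 h, and its change was not detectable (FDR 0.077). The bars at 100 h lay within their drawn error of 1 for D12 and GAPDH (both about 1.1, error 0.13). The same held for GTP (about 0.98, error 0.1). The sides of these ratios are therefore uncertain. By the Audic and Claverie test with Benjamini-Hochberg FDR, the log2 ratio of ACO was 2.32 from 48 h to 100 h (FDR 1.44e-18) and that of PDDA Unigene23240 was 3.96 from 48 h to 148 h (FDR 1.31e-70), both past the thresholds. The other PDDA unigene, Unigene8464 (E-value 4e-61), moved the opposite way, with 108 tags at 48 h, 82 at 100 h and 34 at 148 h. By the same test, its log2 ratio was −1.71 from 48 h to 148 h (FDR 7.52e-10) and −1.30 from 100 h to 148 h (FDR 2.71e-05), both past the thresholds.

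**Figure D4:**
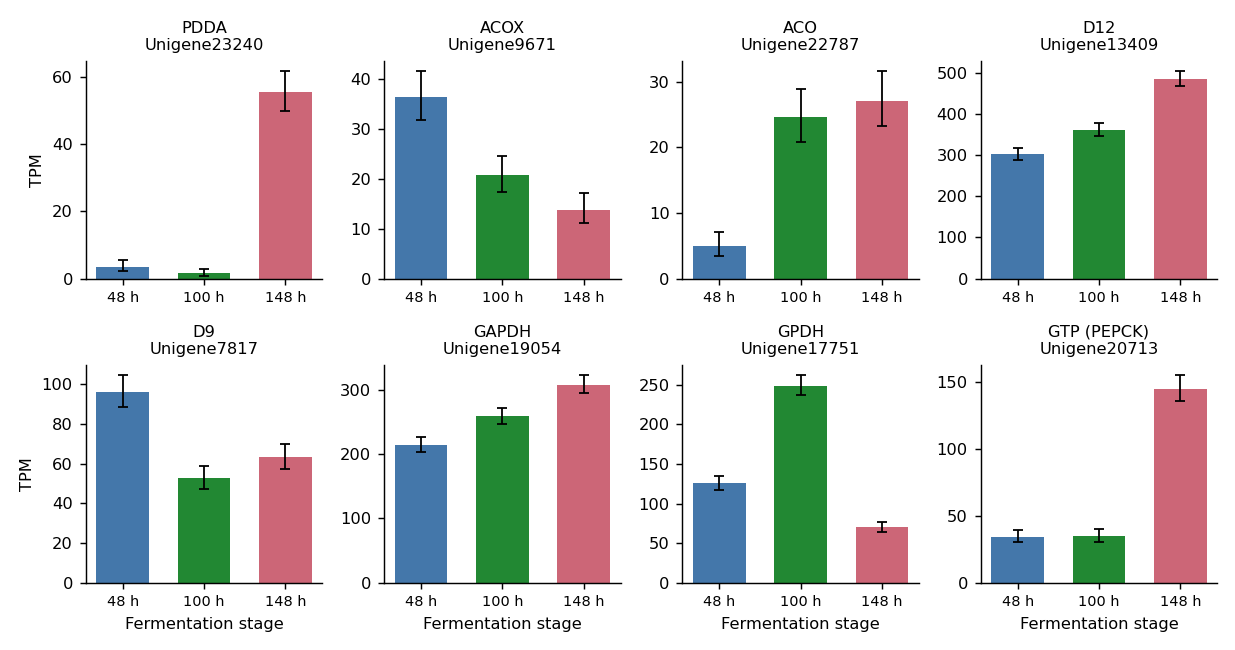
TPM (vertical axes, each starting at 0) at 48 h, 100 h and 148 h for the 8 genes, 1 panel per gene. Each panel shows the unigene with the most tags under that name. Bars are the value of the single library of that stage and error bars are 95% Wilson intervals on the tag counts. PDDA (Unigene23240) rises from 3.56 to 55.45 and GTP (Unigene20713) from 34.6 to 145 between 48 h and 148 h. GPDH is highest at 100 h (249), and ACOX falls from 36.4 to 13.8. The other PDDA unigene, Unigene8464, which fell, is not shown.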

The qRT-PCR expression profiles of the eight genes are consistent with the DGE results (Figure 13), further supporting the reliability of the RNA-Seq data.

**Figure 13:**
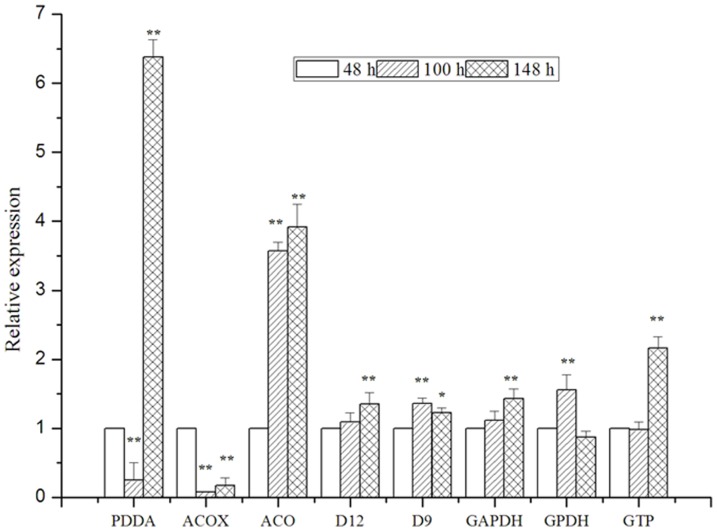
Validation of the gene expression profile by qRT-PCR. PDDA: phospho-2-dehydro-3-deoxyheptonate aldolase, ACOX: acyl-coenzyme an oxidase, ACO: aconitate hydratase, D12: Δ12 fatty acid desaturase, D9: Δ9 fatty acid desaturase, GAPDH: Glyceraldehyde-3-phosphate dehydrogenase, GPDH: Glycerol-3-phosphate dehydrogenase, GTP: phosphoenolpyruvate carboxykinase; *P<0.05, **P<0.01.

## Discussion

Microbial oil is a good source of dietary fat and energy and EPA is an essential PUFA. *Pythium* is potentially suitable for high yield EPA production. Many researchers focused on the study of EPA production using microorganisms such as *P. irregular* [59], [60] and we have done some research with *P. splendens*RBB-5. We found the temperature was important for EPA production; the yield of EPA is greatest at 25°C in the first four days and at 15°C in the last three days and these results are also confirmed by Yi Liang, et al. [60], but the metabolic pathway and key genes at the different stages of fermentation in *P. splendens*RBB-5 remained unknown. Therefore, elucidation of the mechanisms underlying cell growth and EPA yield and identification of new genes responsible for EPA biosynthesis is important. This study shows *P. splendens*RBB-5 accumulates a large amount of linoleic acid (C18:2) as triacylglycerols in the mycelia, and the oleic acid (C18:1) and linoleic acid (C18:2) are >75% of total fatty acids. However, few studies have revealed details of the mechanisms responsible for the synthesis of lipid and few genes encoding key enzymes of EPA synthesis are identified. So, there is an urgent need to find the key step in lipid synthesis. Three different stages of growth (48, 100 and 148 h of fermentation) were chosen to study gene expression using the transcriptome sequence and DGE analysis.

In this study, transcriptome and DGE analysis using Illumina sequencing technology produced more than 23,792 genes with 9398 having an above cut-off BLAST result. One objective was to find an efficient way to control the metabolic processes of *P.splendens*. We analyzed our transcriptome database and identified the most important enzymes associated with the metabolism of lipids or genes regulating the biosynthesis of EPA. Triacylglycerol (TAG) is the major lipid class in oleaginous microorganisms, such as AA and EPA [61], [62]. On the basis of the GO classification, fatty acid metabolic processes are enriched significantly at the three chosen stages; the glycerol 3-phosphate metabolic process is particularly enriched at 100 h. The results showed a relationship between the enriched pathways and fermentation stages, consistent with the expectation of the enrichment of pathways at different stages of fermentation in *P. splendens*.

These results are a substantial contribution to finding new sequences of *P. splendens* and most known key genes involved in lipid biosynthesis were found, including Δ6, Δ17 and Δ9 fatty acid desaturase genes, fatty acid elongase and fatty acid synthase. The entire sequences of the Δ6 and Δ17 fatty acid desaturase genes were obtained from the transcriptome data and these will be published elsewhere. It should be pointed out that although a large number of potentially interesting genes were obtained from the transcriptome data, most of them were partial sequences of specific genes, and some sequences were excluded from the analysis because they are very short or have poor alignment. Currently, RACE technology is the preferred choice for obtaining the full sequence of these genes.

To our knowledge, this is the first report of the transcriptome of *P. splendens* without prior genome annotation. Transcriptome and DGE analysis using Illumina sequencing technology initially revealed differential expression of genes and metabolic pathways at different stages of fermentation, and some key genes encoding enzymes associated with lipid biosynthesis are identified. The genome of *Phytophthora*, which is in the same family as *Pythium*, has been reported [63]; although the aims of that study are different, it might provide some basic genetic information for further studies of *P.splendens*.

## Conclusions

Using Illumina sequencing technology, we analyzed the *P. splendens* transcriptome and which produced 23,796 assembled unigenes. By comparison to known genes from other microbial species, 9398 unigenes are annotated. The *P. splendens* transcriptome and DGE profiling data greatly expand the amount of genetic information available for *Pythium* and provide a profile of different stages of fermentation. In summary, the transcriptome data serve as an important public information platform to accelerate research into metabolic networks of *P. splendens* and the Illumina sequencing-based DGE system for gene expression profiling reveals the relationship between the enriched pathways and fermentation stages. This study is a first step toward a better understanding of the functions of these genes and provides a broad new vision of the future of study at the molecular level.

## Supporting Information

Additional File S1 **Primers used in qRT-PCR for validation of differentially expressed genes.**
(XLSX) Click here for additional data file.

Additional File S2 **The annotation of all unigenes.**
(XLSX) Click here for additional data file.

Additional File S3 **Unigenes with pathway annotation.**
(XLSX) Click here for additional data file.

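Additional File S4 names 52 unigenes for fatty acid biosynthesis, and 34 of them had tags in at least 1 DGE library. Their summed TPM was 474 at 48 h, 301 at 100 h and 319 at 148 h. The log2 ratio of the sum was −0.66 from 48 h to 100 h and −0.57 from 48 h to 148 h, and both stayed negative per tag counted on unigenes and with TMM scaling. Unigene12860, annotated as acetyl-CoA carboxylase, gave 38.2% of the tags. Without it, the log2 ratios were −0.32 and −0.50, and both were negative under all 3 scalings. From 100 h to 148 h, the log2 ratio of the sum was 0.08, and −0.18 without Unigene12860. At 100 h, 4 unigenes were lower than at 48 h past both thresholds and 0 were higher. From 48 h to 148 h, 5 were lower and 0 higher, and from 100 h to 148 h, 1 was higher and 1 lower. The median log2 ratio of the list, with 1 tag added to both counts, lay at percentile 0.36 of the matched random lists from 48 h to 100 h, 0.32 from 48 h to 148 h and 28.8 from 100 h to 148 h. With only unigenes of at least 10 tags in both libraries together, the first of these was 8.25. Of the 7 unigenes for acetyl-CoA carboxylase, 6 had tags, with a summed TPM of 215, 92.6 and 135 at the 3 stages. Of the 13 for fatty acid synthase, 4 had tags, with a summed TPM of 34.9, 11.8 and 12.5.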

Additional File S4 **DGEs with annotation in fatty acid biosynthesis.**
(XLSX) Click here for additional data file.

Additional File S5 **The top 20 most abundantly expressed genes with annotation from the three libraries 48 h, 100 h and 148 h.**
(XLSX) Click here for additional data file.

Additional File S6 **Differentially expressed genes between 48 h and 148 h (2-1 and 6-1).**
(XLSX) Click here for additional data file.

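Additional Files S6, S7 and S8 list for each comparison 20 annotated unigenes with large differences. The ratios are TPM ratios in which a TPM of 0 is replaced by 0.01, so a unigene without tags in 1 of the libraries gets the largest values. In the files, all 20 unigenes of each list had no tags in 1 of the pair of libraries. The number of tags in the other library ranged from 10 to 65 in S6, from 12 to 196 in S7 and from 7 to 51 in S8. By the Audic and Claverie test with Benjamini-Hochberg FDR, 15 of the 20 in S6, 18 in S7 and 10 in S8 passed both thresholds. The paper's own FDR is above 0.001 for 4 unigenes in S6, 2 in S7 and 8 in S8.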

Additional File S7 **Differentially expressed genes between 48 h and 100 h (2-1 and 4-1).**
(XLSX) Click here for additional data file.

Additional File S8 **Differentially expressed genes between 100 h and 148 h (4-1 and 6-1).**
(XLSX) Click here for additional data file.

Additional File S9 **Analyses of GO process based on the high level of gene expression in the three libraries 48 h, 100 h and 148 h.**
(XLSX) Click here for additional data file.

Additional File S10 **Comparison of GO classification between 48 h and 100 h.**
(XLSX) Click here for additional data file.

Additional File S11 **Comparison of GO classification between 48 h and 148 h.**
(XLSX) Click here for additional data file.

Additional File S12 **Comparison of GO classification between 100 h and 148 h.**
(XLSX) Click here for additional data file.

Additional File S13 **Analyses of pathways in the three comparsion libraries (48 h vs. 100 h, 48 h vs. 148 h and 100 h vs. 148 h).**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

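Mycelia of P. splendens RBB-5 from 48 h, 100 h and 148 h of fermentation were compared, with 1 digital gene expression (DGE) library per stage. The culture was at 25 °C at 48 h and at 15 °C at both later stages, for 4 h at 100 h and for 52 h at 148 h. The label of the last library gives 144 h; it was taken as 148 h, the stage in the paper's methods and tables. With 1 library per stage there are no replicates, and stage, temperature and library cannot be separated.

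For each unigene, the authors deposited the count of unambiguous clean tags, a whole number without normalization. Before counting, the authors removed adaptor sequence, empty tags, tags with an unknown base, tags of the wrong length and tags seen once. They mapped the clean tags of 21 bases, CATG and the 17 bases after it, to all such tags of their own assembled unigenes with at most 1 mismatch, and removed tags that matched more than 1 unigene. The mapping program is not stated. The authors also deposited a TPM for each unigene, which is its count per 1000000 total clean tags of the library, mapped or not. The clean-tag totals were taken from Table 1, 5902998 at 48 h, 5940516 at 100 h and 6077387 at 148 h. Dividing the counts by the TPM gave nearly the same totals, 5902996, 5940515 and 6077383. The counts were checked to equal the sum of the copies of the tags listed for each unigene. The files assign 1419643 tags to unigenes at 48 h, 1517047 at 100 h and 1358303 at 148 h, and TPM was computed again from the counts and the clean-tag totals. Annotations, E-values and GO terms were taken from the same files.

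The precision was taken from the counts. Intervals are 95% Wilson binomial intervals on a share of the tags, or of the unigenes or distinct tags for the distributions. The tags were amplified by PCR without molecular identifiers, so the intervals cover counting error only. The smallest TPM that the depth can show was taken as 3 tags, which was 0.508 at 48 h, 0.505 at 100 h and 0.494 at 148 h.

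Differential expression was tested in 3 comparisons, 48 h vs. 100 h, 48 h vs. 148 h and 100 h vs. 148 h, with the exact test of Audic and Claverie, two-sided, on the counts and clean-tag totals of the pair of libraries. Unigenes with at least 1 tag in either library were tested, p-values were adjusted by Benjamini-Hochberg, and a unigene passed with an FDR of at most 0.001 and an absolute log2 ratio of TPM of at least 1, with a TPM of 0 set to 0.01. The named genes were every gene that the paper's DGE results name, by the unigene listed under that name in Additional Files S5 to S9. Where none is listed, every unigene whose annotation matches the name was taken, reported as the number of unigenes, their summed TPM and the unigene with the most tags over the 3 libraries. For each comparison, the 2 unigenes with the largest rise and the 2 with the largest fall were added, by log2 ratio with 1 tag added to both counts, among those past both thresholds.

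Gene lists were taken from the GO process terms in the files, from Additional File S4, and from enzyme names in the annotations, since the files carry no pathway identifiers. The median log2 ratio of a list, with 1 tag added to both counts, was ranked among 10000 random lists of the same size, matched on mean expression in 20 bins, as a description without a p-value. The number of members past both thresholds was ranked in the same way. Percentiles given without further words are those of the median. For the 8 genes of the qRT-PCR, TPM ratios to 48 h were computed; the qRT-PCR measurements are shown only in a figure, whose bars were read by eye and set beside these ratios. The number of unigenes at part of the depth was computed from the hypergeometric distribution.

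These tests, thresholds, gene rules and the following alternatives were set before the data were examined. For the comparisons and the named genes, the alternatives were tags counted on unigenes as library size, TMM scaling of these totals, 1 tag added in the log2 ratio, only unigenes with at least 10 tags in both libraries together, Benjamini-Yekutieli adjustment, Fisher's exact test, and the edgeR exact test with an assumed biological coefficient of variation of 0.2 or 0.4. For the lists, they were random lists without matching, the filter of 10 tags and tags counted on unigenes. For the distribution, they were TPM per tag counted on unigenes and a filter of 2 tags, and for the 8 genes the sum over all unigenes of a name. Further alternatives were chosen after seeing the data: an upper tail of the Audic and Claverie test that leaves out the observed count, tags of the most frequent CATG site only, and for D9 the unigene whose TPM is shown in Figure 10 and the sum of its unigenes together with TMM scaling. Some sums over lists and names are also given with the other library sizes or without the unigene with the most tags. These sums are not counted among the alternatives.

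The methods were tested on simulated data. With counting error only and 200 of 11859 unigenes changed 4-fold, the Audic and Claverie test found 91% of the 200 and called 0 unchanged unigenes. The 200 were drawn from unigenes with at least 20 expected tags, so the shares found do not cover unigenes with fewer tags. In libraries simulated without any change but with variation between cultures, the same test called 130 unigenes at a coefficient of variation of 0.2 and 1290 at 0.4. On the data with counting error only, the edgeR exact test found 33.5% with a coefficient of variation of 0.2 and 0% with 0.4. The computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, with the random seed 20260101.

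Unigenes without tags in the 3 libraries, clean tags that were not mapped, the transcriptome assembly and the fatty acid measurements were left out, since the deposited expression files do not hold them. Pathway enrichment was left out for want of pathway identifiers. Clusters of unigenes were not computed from 3 libraries.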

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

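The tests of tags ending in a run of A were chosen only after the result was seen; all other tests were chosen before. Each result here is a signal in unigenes that the paper does not discuss, above the smallest TPM that the depth can show, which was 0.508 at 48 h, 0.505 at 100 h and 0.494 at 148 h. With 1 library per stage, none of their changes over the stages can be told apart from variation between cultures.

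The unigenes with the most tags carry no annotation. The 5 highest by total tags reached a TPM of 8914 (Unigene3912, at 148 h), 4746 (Unigene14746, at 48 h), 3389 (Unigene15707, at 48 h), 3041 (Unigene18590, at 100 h) and 1573 (Unigene9943, at 100 h). Unigene3912 rose from a TPM of 3403 at 48 h to 5060.3 at 100 h and 8914 at 148 h. For tags ending in a run of A as its source, 99.2% of its tag copies at 148 h ended in at least 12 A. Such tags carry little sequence, and they may come from the poly(A) ends of many transcripts, so its rise may not be that of a single gene. The same explanation was tested on the 10 unannotated unigenes with the most tags: for tags ending in a run of A, the number was 1 of 10, Unigene3912 itself, so it does not account for the others. For Unigene14746, Unigene15707, Unigene18590 and Unigene9943, 0% of the tag copies ended this way. Tags of ribosomal or mitochondrial transcripts, or of another organism, were not tested, since the files hold no unigene sequences, and no biological explanation was tested.

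For several enzymes, a unigene with the same name has more tags over the 3 libraries than the listed one. The highest TPM was 304 for Unigene15357 (short-chain dehydrogenase, at 100 h), 145 for Unigene20713 (phosphoenolpyruvate carboxykinase, annotated as the ATP enzyme, at 148 h), 37.6 for Unigene6105 (phospholipid-transporting ATPase, at 48 h), 2.47 for Unigene11903 (phosphate acetyltransferase, at 148 h) and 30.3 for Unigene16303 (fatty acid synthase alpha subunit, at 48 h). Unigene20713, Unigene6105 and Unigene16303 moved in the direction of the listed unigene in the comparison that names the enzyme. Unigene15357 had a log2 ratio of −0.11 from 48 h to 148 h, which became 0.15 with TMM scaling, whereas the listed Unigene22994 rose. Whether unigenes of the same name are parts of 1 transcript or separate genes was not tested, and no biological explanation was tested.

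Of the D9 unigenes, Unigene7817 has the most tags, with a TPM of 96.2 at 48 h, and Figure 10 shows the TPM of the other, Unigene16104. They moved in opposite directions from 48 h to 100 h, by log2 ratios of −0.86 and 0.58. For tags shared between the unigenes, the fewest mismatches between a tag of one and a tag of the other were 6, and mapping allowed 1. A single tag gave 97.3% of the copies of Unigene7817, and another gave 98.4% of those of Unigene16104. These values argue against shared tags among those counted. Tags that match more than 1 unigene had been removed before, and their changes cannot be seen. For the fall of Unigene7817 at a single CATG site, the log2 ratio of its other sites, with 1 tag added, was 1.18, from 6 tags at 48 h and 15 at 100 h. Since 97.3% of its copies come from a single tag, its total must follow that tag. Its few other tags cannot settle whether the fall is that of the whole transcript. The pattern cannot be told apart from a fall at a single site.

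Malonyl-CoA decarboxylase, which the paper discusses only as not found in fatty acid biosynthesis, is the annotation of Unigene6738 (E-value 2e-44), with 6 tags at 48 h, 10 at 100 h and 13 at 148 h and a highest TPM of 2.14 (95% Wilson interval 1.25 to 3.66). None of its changes passed (FDR 0.628, 0.328 and 0.831). No explanation was tested.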

How the results depend on the processing

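The alternatives are those listed in the processing summary, each changing 1 choice at a time, apart from the D9 sum with TMM scaling. The number of differentially expressed unigenes stayed within 1.5 times the reported 1697 (48 h vs. 100 h), 1718 (48 h vs. 148 h) and 1325 (100 h vs. 148 h) under both other library sizes, the added tag, the filter of 10 tags, Benjamini-Yekutieli adjustment and Fisher's exact test, from 1503 to 1734, from 1485 to 1752 and from 1130 to 1361.

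An assumed variation between cultures lowered all of these numbers. With the edgeR exact test and a biological coefficient of variation of 0.2, 367 unigenes passed for 48 h vs. 100 h (154 higher and 213 lower), 411 for 48 h vs. 148 h (126 higher and 285 lower) and 210 for 100 h vs. 148 h (47 higher and 163 lower). With 0.4, the numbers were 7 (7 higher and 0 lower), 15 (8 higher and 7 lower) and 0 (0 higher and 0 lower). Of the 105 pairs of a named gene and a comparison, 36 passed with 0.2 and 6 with 0.4, against 53 as reported. The 6 all belong to unigenes added for having the largest changes, not to genes that the paper's results name. The true variation is unknown without replicates, and on simulated data with 4-fold changes the test with 0.4 found 0% of them.

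With TMM scaling, 768 unigenes were higher at 148 h than at 48 h, against 508 as reported; the cause was not tested. The share of unigenes with a TPM below 10 was 38.9% at 48 h, 40.8% at 100 h and 37.3% at 148 h when expressed per 1000000 tags counted on unigenes, because the same counts are divided by the smaller totals of tags on unigenes. The filter of 2 tags left these shares unchanged, since no unigene has fewer.

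Of the 832 values of single named genes under the alternatives, 755 kept their direction and their side of the thresholds, 70 no longer passed, 3 newly passed and 4 reversed. Of the 70, 47 came from the coefficient of variation of 0.4 and 17 from 0.2. The reversed values all belong to log2 ratios near 0. With TMM scaling, Unigene15357 changed by 0.15 from 48 h to 148 h, against −0.11, and Unigene16104 by 0.11 from 100 h to 148 h, against −0.10. Per tag counted on unigenes, the value of Unigene16104 was 0.090, and Unigene20713 changed by −0.061 from 48 h to 100 h, against 0.03. These unigenes have tags in both libraries of the comparison, where another library size shifts all log2 ratios by the same amount, apart from rounding, so values near 0 can change sign; why the totals of tags differ between the scalings was not tested.

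For the gene lists 1 tag was added to every count, so that tags counted on unigenes as library size shift every log2 ratio of a comparison alike. The 27 percentiles of the median log2 ratio of gene lists under this setting therefore could not move. Of the 54 percentiles under the other alternatives, 46 stayed on their side of the middle and of the central 95% of the random lists, 4 came inside the central 95% and 4 crossed the middle. For pantothenate and CoA biosynthesis, the percentile was 80.8 for 48 h vs. 148 h with the filter of 10 tags, against 27.4; for 100 h vs. 148 h it was 51.9 with unmatched random lists and 62.6 with the filter, against 46.5. For glycerolipid metabolism it was 49.0 for 48 h vs. 148 h with the filter, against 58.9. The cause was not tested.

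For the qRT-PCR genes, 13 of the 16 ratios lay on the same side of 1 as the bars of Figure 13, and also 13 with the sum over all unigenes of a name; with the Figure 10 unigene for D9, chosen after seeing the data, the number was 15. The upper tail without the observed count and the most frequent CATG site only, also chosen after seeing the data, kept all numbers of differentially expressed unigenes within 1.5 times those reported.

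No paired analysis was possible because each stage has a single library. The depth limits what can pass: no unigene with fewer than 12 tags in the library with more tags passed in any comparison. The upper 95% Wilson limit for a unigene without tags was a TPM of 0.651 at 48 h, 0.647 at 100 h and 0.632 at 148 h. These limits may be too low, since tags seen once had been removed.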

Differences from the paper's values

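The number of distinct unambiguous tags in the files was 20779 at 48 h, 19304 at 100 h and 17122 at 148 h, against the paper's 33324, 30495 and 27786. None of the alternatives set before the data were examined bears on this number. The files also hold fewer unambiguous tags, 1419643, 1517047 and 1358303 against the paper's 1737986, 1821693 and 1639377, and fewer unigenes with such tags, 11271, 11057 and 10327 against the paper's 12523, 12092 and 11495; these gaps are below 1.5 times.

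The TPM of D9 at 48 h was 96.2 for Unigene7817, against the paper's value of about 36 in Figure 10, read by eye. The sum over all unigenes of the name, set before the data were examined, was 132 and did not close the gap. Unigene16104, chosen after seeing the values, had a TPM of 35.9.

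Relative to 48 h, 7 ratios differ from the paper's bars in Figure 13, read by eye, by more than 1.5 times and, where an error could be read (all but ACOX at 100 h), by more than that error. For PDDA at 100 h, the ratio of 0.426 against the paper's about 0.26 in Figure 13 lies within the error drawn, and the sum over all unigenes of the name, 0.701, does not. For PDDA at 148 h the ratio was 15.6, against the paper's about 6.4 in Figure 13, and 2.79 with the sum over all unigenes of the name. For ACOX it was 0.569 at 100 h and 0.380 at 148 h, against the paper's about 0.08 and about 0.18 in Figure 13, and 0.377 and 0.3895 with the sum. For D9 it was 0.549 at 100 h and 0.657 at 148 h, against the paper's about 1.4 and about 1.2 in Figure 13, and 0.805 and 0.8555 with the sum. For GPDH at 148 h it was 0.559, against the paper's about 0.88 in Figure 13, and 0.586 with the sum. For GTP (phosphoenolpyruvate carboxykinase) at 148 h it was 4.204, against the paper's about 2.2 in Figure 13, and 4.25 with the sum. Of the alternatives set before the data were examined, the sum over all unigenes of the name came within 1.5 times the paper's value for D9 at 148 h, though it stayed below 1, where the paper's bar is above 1, and closed the gap for none of the others. The other library sizes, also set before the data were examined, brought GPDH at 148 h within 1.5 times the paper's value, to 0.602 per tag counted on unigenes and 0.668 with TMM scaling, and none of the others, while ACO at 148 h, within 1.5 times before, then lay beyond it (5.95 and 6.60 against the paper's about 3.9 in Figure 13). With the sum and TMM scaling together, a combination chosen after seeing the values, the log2 ratio of D9 from 48 h to 148 h was 0.03. Unigene16104, chosen after seeing the values, gave 1.49 at 100 h and 1.39 at 148 h for D9, and closed the gap at both stages. The kind of error shown in Figure 13 is not stated.

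The numbers of differentially expressed unigenes were 748 higher for 48 h vs. 100 h, 508 for 48 h vs. 148 h and 415 for 100 h vs. 148 h, against the paper's 762, 516 and 426; the gap is below 1.5 times. With an upper tail of the Audic and Claverie test that leaves out the observed count, chosen after seeing the values, they were 762, 517 and 426. With the filter of 10 tags, set before the data were examined, they were 761, 516 and 425. The numbers lower were 949, 1210 and 910, against the paper's 949, 1210 and 911; they were 949, 1210 and 911 with the upper tail chosen after seeing the values, and further from the paper's, 973, 1236 and 936, with the filter of 10 tags.

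Some statements of the paper also differ from the values here. The paper has tags of more than 100 copies as a larger share of all tags and a smaller share of the distinct tags than the shares found on unigenes, which were 80.8%, 83.1% and 81.9% of the tags and 14.1%, 15.6% and 16.3% of the distinct tags at 48 h, 100 h and 148 h. The paper has D9 rising over the stages, and the TPM of Unigene7817 fell from 96.2 at 48 h to 52.9 at 100 h and 63.2 at 148 h; the TPM of Unigene16104, chosen after seeing the values, rose from 35.9 at 48 h to 53.5 at 100 h and 49.9 at 148 h. The paper has steroid biosynthesis rising at the low temperature, and the summed TPM of the 9 unigenes with such names was 819.6 at 48 h, lower at 100 h (718) and higher at 148 h (992).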

Other observations

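The tests reported in this part were all chosen before their results were seen.

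More unigenes were lower than higher at 148 h, by a factor of 2.38 against 48 h and of 2.19 against 100 h. For library size scaling, the number of lower over higher unigenes with TMM scaling was 1.07 for 48 h vs. 148 h and 1.00 for 100 h vs. 148 h. TMM centres the log ratios, so near balance is largely built into it, and these values do not show the cause. With tags counted on unigenes as library size, 593 unigenes were higher and 1048 lower for 48 h vs. 148 h, so most of that imbalance remained, and 594 were higher and 640 lower for 100 h vs. 148 h. The imbalance depends on the library size used, and it cannot be told apart from library size scaling.

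For variation between cultures, libraries were simulated without any changed unigene. With a coefficient of variation of 0.4 between cultures, 1290 unigenes passed both thresholds, against 1718 observed for 48 h vs. 148 h, and with 0.2 the number was 130. The true variation is not known from 1 library per stage, so the number of differentially expressed unigenes cannot be told apart from variation between cultures.

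Some unigenes have tags at more than 1 CATG site, and the sites can be compared. For 48 h vs. 148 h, 1098 unigenes had 2 sites with at least 20 tags each in both libraries together, and counting error alone does not explain their differences: the sites differed in ratio for 15.9% of them (175), by Fisher's exact test with Benjamini-Hochberg FDR of at most 0.001. The shares were 16.6% (196 of 1179) for 48 h vs. 100 h and 8.44% (94 of 1114) for 100 h vs. 148 h. Over all unigenes with 2 such sites, both sites moved in the same direction for 61.7% for 48 h vs. 100 h, 59.2% for 48 h vs. 148 h and 64.0% for 100 h vs. 148 h. Of those whose sites differed in ratio, the sites moved in opposite directions for 140 of 196, 131 of 175 and 70 of 94, in the same order. Among unigenes that passed both thresholds, which were chosen for a large change of the summed tags, both sites moved in the same direction for 85.9% of 290, 89.2% of 240 and 92.7% of 218. Changes in transcript ends, partial digestion and tags of related genes may each contribute and were not told apart. No biological explanation was tested.

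Among the annotations of unigenes with tags, 5779 name a species, from 566 genera, and 0 contain any of the oomycete genus names looked for (Phytophthora, Pythium, Albugo, Saprolegnia, Hyaloperonospora, Achlya and Aphanomyces). The species in an annotation therefore cannot show whether a unigene comes from another organism, and contamination was not tested. Of the annotated unigenes, 294 have an E-value of 9e-06, just below the largest, 1e-05.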
